# BCL6 controls contact-dependent help delivery during follicular T-B cell interactions

**DOI:** 10.1016/j.immuni.2021.08.003

**Published:** 2021-10-12

**Authors:** Dan Liu, Jiacong Yan, Jiahui Sun, Bo Liu, Weiwei Ma, Ye Li, Xingxing Shao, Hai Qi

**Keywords:** BCL6, Tfh cells, germinal center, CD40L, calcium signaling, stim1, intravital imaging, T-B interactions, follicle, lymph node

## Abstract

BCL6 is required for development of follicular T helper (Tfh) cells to support germinal center (GC) formation. However, it is not clear what unique functions programmed by BCL6 can explain its absolute essentiality in T cells for GC formation. We found that ablation of one *Bcl6* allele did not appreciably alter early T cell activation and follicular localization but inhibited GC formation and Tfh cell maintenance. BCL6 impinged on Tfh calcium signaling and also controlled Tfh entanglement with and CD40L delivery to B cells. Amounts of BCL6 protein and nominal frequencies of Tfh cells markedly changed within hours after strengths of T-B cell interactions were altered *in vivo*, while CD40L overexpression rectified both defective GC formation and Tfh cell maintenance because of the BCL6 haploinsufficiency. Our results reveal BCL6 functions in Tfh cells that are essential for GC formation and suggest that BCL6 helps maintain Tfh cell phenotypes in a T cell non-autonomous manner.

## Highlights

• Both copies of *Bcl6* gene are required for efficient follicular T-B cell entanglement
• BCL6 is required for calcium signaling in Tfh cells and CD40L delivery to B cells
• Expression of Tfh markers responds to acute perturbation of T-B cell interactions
• Defective functions of BCL6-insufficient T cells are rescued by CD40L overexpression

## Introduction

The germinal center (GC) is the primary site in which high-affinity, long-lived plasma cells and memory B cells develop (Berek et al., 1991; Coico et al., 1983; Jacob et al., 1991; MacLennan, 1994). GC development requires activation of antigen-specific helper T cells and their provision of contact-dependent help signals such as the CD40 ligand (CD40L) to drive optimal clonal expansion, survival, and differentiation of antigen-specific B cells (Banchereau et al., 1994; Victora and Nussenzweig, 2012). While all helper T cells synthesize CD40L and can in principle promote B cell proliferation *in vitro* (Koguchi et al., 2012; Koguchi et al., 2007), follicular T helper (Tfh) cells, a subset of effector CD4^+^ T cells localized in the follicle (Campbell et al., 2001; Schaerli et al., 2000), are specialized in promoting the GC development *in vivo* (Crotty, 2011; Qi, 2016; Vinuesa et al., 2016b).

Following antigen activation, the initial encounter between antigen-specific helper T cells and B cells takes place in the interfollicular region and at the border between the T cell zone and the follicle (Garside et al., 1998; Kerfoot et al., 2011). Here, these cells form mobile but stable contacts that can last for tens of minutes to hours, invariably with migratory B cells leading the conjugate pair (Okada et al., 2005; Qi et al., 2008). As antigen-specific B cells clonally expand on helper signals provided by T cells, they migrate back into the follicle in preparation for GC formation (Cyster, 2010). A fraction of activated helper T cells concomitantly migrate into the follicle, in a manner that is independent of the cognate B cell partner (Vinuesa and Cyster, 2011). Follicular localization of activated helper T cells depends on the chemokine receptor CXCR5 (Arnold et al., 2007; Haynes et al., 2007), which senses the follicle-derived directional cue CXCL13 (Förster et al., 1996; Gunn et al., 1998), and inducible costimulator molecule (ICOS), which promotes follicular T cell motility upon engagement by ICOS ligand (ICOSL) displayed on bystander B cells (Xu et al., 2013).

BCL6 is a transcription repressor that is required for the development and maintenance of Tfh cells and Tfh cell-supported GC formation (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). However, little is known about biological processes that are both controlled by BCL6 and absolutely essential for GC formation. Chromatin-binding and transcriptomic analyses have revealed many genes that are potentially subject to BCL6-mediated suppression (Hatzi et al., 2015; Liu et al., 2016b). These include signaling molecules and transcription factors that promote terminal effector T cell differentiation and chemotactic receptors that are incompatible with follicle-directed movement and localization. CD4^+^ T cells genetically deficient in BCL6 cannot normally express CXCR5 and do not relocalize into the follicle. Although the transcription factor ASCL2 instead of BCL6 directly binds to and regulates *Cxcr5* gene expression (Hatzi et al., 2015; Liu et al., 2014; Liu et al., 2016b), BCL6 can suppress the expression of the transcription factor Id2 and thus release Id2-mediated suppression of E proteins, which can positively drive CXCR5 expression (Liu et al., 2014; Shaw et al., 2016). These results that indicate follicular localization is a key aspect for which BCL6 is required in order to promote Tfh cell development and function (Qi, 2016). However, whereas CXCR5 ablation or prevention of CCR7 downregulation in T cells causes a defect in follicular recruitment, GCs can still form inside the follicle with the help of CXCR5 null Tfh cells and suffer a relatively mild 2-fold reduction in magnitude (Arnold et al., 2007; Haynes et al., 2007). This is in sharp contrast to the outcome of T cell-specific *Bcl6* ablation, which completely abrogates GC formation (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). Therefore, beyond follicular recruitment, BCL6 must regulate additional aspects of T cell biology that are uniquely important for helping B cells (Qi et al., 2014). One unique aspect of T cell help for GC formation is its dependence on physical cell-cell contact, which takes on highly dynamic forms *in vivo* (Liu et al., 2015; Okada et al., 2005; Qi et al., 2008; Shulman et al., 2014). Such contacts require active signaling through the T cell antigen receptor (TCR), which is further enhanced by accessory molecules such as SAP and ICOS (Cannons et al., 2010; Chu et al., 2014; Liu et al., 2015; Qi et al., 2008). It has been found that, when deprived of B cell-mediated antigen presentation for several days, frequencies of Tfh cells would decrease, even though no unique instructional signals from B cells, other than antigen presentation, are required for maintaining these Tfh cells (Baumjohann et al., 2013; Deenick et al., 2010). The simplest explanation is that, in a cell-autonomous manner, BCL6 instructs a stable program of Tfh cell differentiation, albeit requiring periodic TCR stimulation to maintain, polarize, and/or manifest (Crotty, 2014; Vinuesa et al., 2016a).

In this study, we combined static and intravital imaging analyses to investigate how BCL6 regulates cell biology of Tfh cells and found that BCL6 impinges on calcium signaling of T cells, regulates dynamics of T-B cell interactions and efficiency of help delivery to B cells, and promotes Tfh cell maintenance partly in a T cell non-autonomous manner.

## Results

### BCL6 is haploinsufficient for recruitment-independent helper functions

Antigen-activated BCL6-deficient T cells exhibit an intrinsic defect in follicular localization, as demonstrated in mixed bone-marrow chimera (Yu et al., 2009), presumably because of their failure to properly shift the chemo-sensing preference by upregulating CXCR5 and downregulating CCR7 (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). Lack of follicular localization of BCL6-deficient T cells precludes analysis of potentially important functions for BCL6 in the follicular phase, which appears likely given the phenotypic discrepancy in GC formation between T cell-intrinsic BCL6 deficiency and CXCR5 deficiency. To circumvent this problem, we first tested T cells isolated from heterozygous *Bcl6*^+/−^ mice. As shown in Figure 1A, *Bcl6*^+/−^ and *Bcl6*^+/+^ OT-II T cells expressed grossly similar amounts of CXCR5 and were recruited into the follicle with comparable efficiencies 3–4 days after NP-OVA immunization (Figures 1B and 1C), as measured by the ratio between the follicular and the T zone densities of donor OT-II T cells (the follicle recruitment index, FRI; Figure S1). These data indicate that one intact allele of the *Bcl6* gene is sufficient for ensuring follicular recruitment of helper T cells. Importantly, however, *Bcl6*^+/−^ OT-II T cells remained significantly less competent in promoting GC formation (Figure 1D) or maintaining the associated CXCR5^+^ Tfh cell phenotype over a longer term, a defect that manifested 8 days after immunization (Figure 1E). Therefore, both alleles of the *Bcl6* gene must be expressed to normally orchestrate helper functions inside the follicle to maintain Tfh cell phenotype and support GC formation.

**Figure 1:**
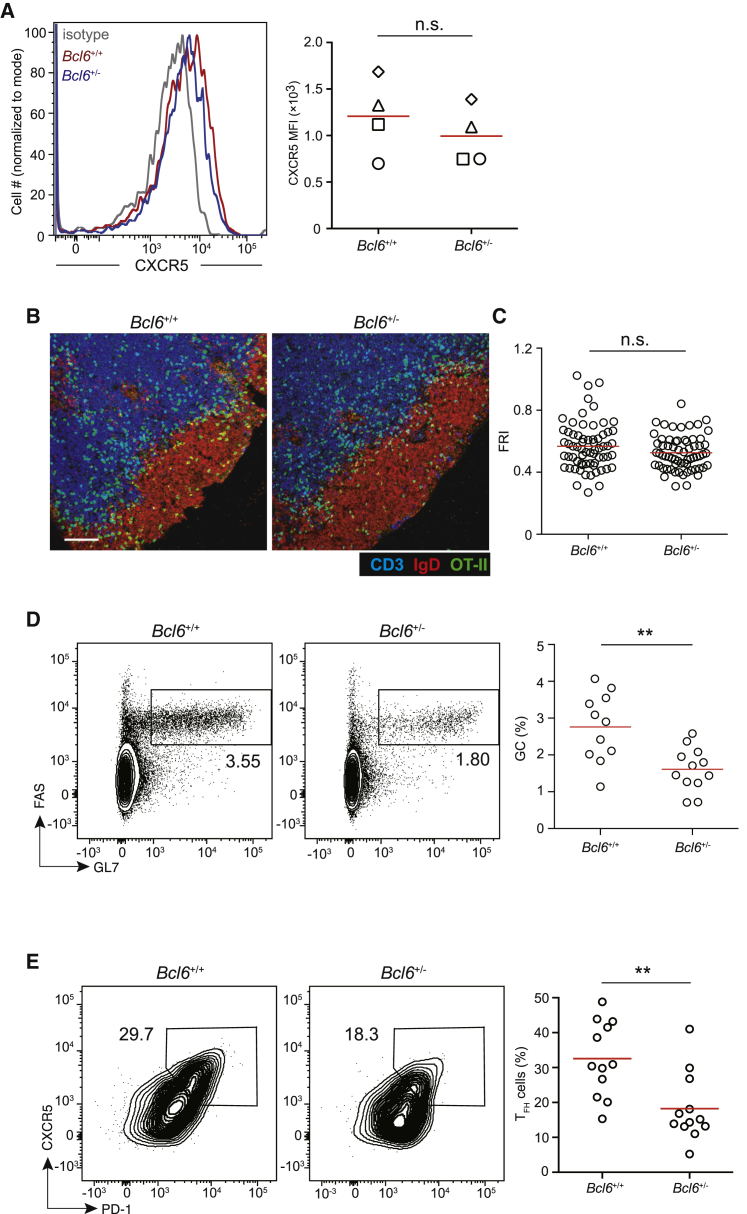
Haploinsufficiency of BCL6 impairs the follicular response (A) Representative histograms and MFIs of surface CXCR5 expression on OT-II T cells of indicated genotypes in draining lymph nodes 4 days after NP-OVA immunization. Each symbol represents one experiment in which cells from 2–3 mice of each group were pooled. n.s., not significant. (B and C) Representative distribution patterns (B) and FRIs (C) of GFP-transduced *Bcl6*^+/+^ and *Bcl6*^+/−^ OT-II T cells in draining lymph nodes as in (A). Each symbol represents one follicle and its adjacent T cell zone, and lines denote means. One of 2 experiments with similar results is shown, and each group had 3 mice per experiment. n.s., not significant. Scale bar, 100 μm. (D and E) Representative flow-cytometry profiles and frequencies of FAS^hi^ GL7^hi^ GC B cells in total CD19^+^ B cells (D) or flow-cytometry profiles and frequencies of CXCR5^hi^ PD1^hi^ Tfh cells in OT-II T cells (E) 8 days after NP-OVA immunization in *Sap*^−/−^ mice that received OT-II T cells of indicated genotypes. Each symbol represents one mouse, and lines denote the means. Data are pooled from 3 independent experiments, with at least three mice per group per experiment. ^∗∗^p < 0.01. See also Figure S1.

### BCL6 is not required for maintaining stable T-B cell interactions at the T zone-follicle border

Stable T-B cell interactions, in the form of long-lasting conjugate pairs at the T zone-follicle border (Okada et al., 2005; Qi et al., 2008) or entangled couples inside the follicle (Liu et al., 2015; Shulman et al., 2014), are required for GC formation and maintenance. To explore whether BCL6 would impinge on cognate T-B cell interactions *in vivo*, we first visualized *Bcl6*^+/−^ and *Bcl6*^+/+^ OT-II T cells interacting with MD4 B cells 36–48 h after HEL-OVA immunization by 2-photon intravital microscopy. As previously reported, this is a time point when activated T cells form long-lasting conjugate pairs with cognate B cells at the T zone-follicle border (Okada et al., 2005; Qi et al., 2008). We found that both *Bcl6*^+/−^ and *Bcl6*^+/+^ OT-II T cells formed comparably stable conjugates with MD4 B cells (Figure S2; Video S1 and S2). Therefore, in the early phase of the immune response at the T zone-follicle border, one intact *Bcl6* allele is sufficient for activated T cells to maintain long-lasting contacts with cognate B cells.

Video S1. Comparable contacts between MD4 and dsRed- and CFP-transgenic *Bcl6*^+/+^ OT-II T cells at the T zone-follicle border, related to Figure 2 GFP-expressing MD4 (green), dsRed-expressing *Bcl6*^+/+^ (red) OT-II T cells, and CFP-expressing *Bcl6*^+/+^ (blue) OT-II T cells were visualized in the T zone-follicle border region of the draining lymph node 36 h after HEL-OVA immunization. The movie was played back twice, and representative T-B cell contacts were highlighted with arrowheads in the second playback. Scale bar, 20 μm.

Video S2. Comparable contacts between MD4 and dsRed-transgenic *Bcl6*^+/−^ and CFP-transgenic *Bcl6*^+/+^ OT-II T cells at the T zone-follicle border, related to Figure 2 GFP-expressing MD4 (green), dsRed-expressing *Bcl6*^+/−^ (red) OT-II T cells, and CFP-expressing *Bcl6*^+/+^ (blue) OT-II T cells were visualized in the T zone-follicle border region of the draining lymph node 36 h after HEL-OVA immunization. The movie was played back twice, and representative T-B cell contacts were highlighted with arrowheads in the second playback. Scale bar, 20 μm.

### BCL6 is required for T cells to maintain entangled contacts with cognate B cells

As the response progresses into the follicular stage, antigen-specific T-B cell interactions become shortened in duration but extensive in area of contact, frequently assuming the entangled configuration (Liu et al., 2015). To determine whether one intact *Bcl6* allele is still sufficient for maintaining entangled contacts with antigen-specific B cells inside the follicle, CFP-expressing control *Bcl6*^+/+^ OT-II cells and dsRed-expressing *Bcl6*^+/−^ or *Bcl6*^+/+^ OT-II cells were co-transferred together with GFP-expressing MD4 B cells into B6 recipients that were subsequently immunized with HEL-OVA. We conducted intravital imaging 96 h post immunization, when large numbers of OT-II T cells and MD4 B cells could be seen in the follicle. As shown in Videos S3 and S4 and Figures 2A–2C, contacts between *Bcl6*^+/−^ OT-II T cells and MD4 B cells were comparable in duration to those between *Bcl6*^+/+^ OT-II T cells and the same cohort of MD4 B cells; however, the normalized surface area of contacts, or the extent of entanglement measured by the surface engagement index (SEI) as previously defined (Liu et al., 2015) (Figure S3), was significantly reduced for *Bcl6*^+/−^ OT-II T cells, revealing an haploinsufficient role for BCL6 in maintaining efficient T-B cell entanglement.

**Figure 2:**
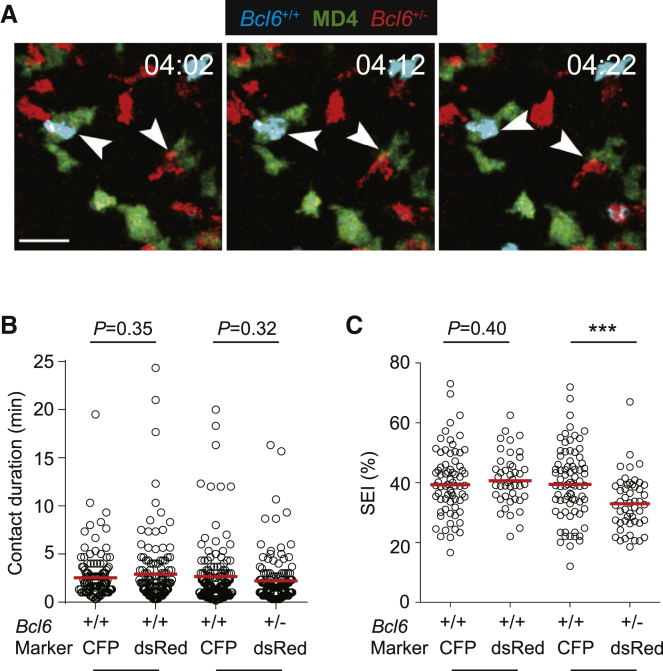
BCL6 is required for efficient T-B cell entanglement inside the follicle (A–C) GFP-expressing MD4 B cells, control CFP-expressing *Bcl6*^+/+^ and dsRed-expressing test *Bcl6*^+/−^, or test *Bcl6*^+/+^ OT-II T cells were visualized 4 days after immunization. (A) *Bcl6*^+/+^ and *Bcl6*^+/−^ OT-II T cells interacting with MD4 B cells, with contacts highlighted by arrowheads. Scale bar, 20 μm. See corresponding Video S4. Duration (B) and SEI (C) of contacts of indicated types. See corresponding Videos S3 and S4. Each symbol is one contact, and lines denote the means. Data are pooled from three independent experiments. ^∗∗∗^p < 0.001. See also Figure S3.

Video S3. Similar duration and surface engagement of dsRed- and CFP-transgenic *Bcl6*^+/+^ follicular OT-II T cells, related to Figure 2 CFP-expressing *Bcl6*^+/+^ (blue), dsRed-expressing *Bcl6*^+/+^ (red) OT-II T cells, and GFP-expressing MD4 B cells (green) were visualized in a follicle of the draining lymph node 96 h after HEL-OVA immunization. The movie was played back twice, and representative T-B cell contacts were highlighted with arrowheads in the second playback. Scale bar, 20 μm.

Video S4. Similar duration but reduced surface engagement of dsRed-transgenic *Bcl6*^+/−^ as compared with CFP-transgenic *Bcl6*^+/+^ follicular OT-II T cells, related to Figure 2 CFP-expressing *Bcl6*^+/+^ (blue), dsRed-expressing *Bcl6*^+/−^ (red) OT-II T cells, and GFP-expressing MD4 B cells (green) were visualized in a follicle of the draining lymph node 96 h after HEL-OVA immunization. The movie was played back twice, and representative T-B cell contacts were highlighted with arrowheads in the second playback. Scale bar, 20 μm. See also corresponding Figure 2A.

T-B cell entanglement is associated with heightened calcium signaling in T cells (Liu et al., 2015). We thus conducted calcium imaging of *Bcl6*^+/−^ or *Bcl6*^+/+^ OT-II T cells interacting with MD4 B cells in the follicle after HEL-OVA immunization, using a fluorescence resonance energy transfer (FRET)-based calcium reporter YC-Nano-50^CD^ (Horikawa et al., 2010), as previously used in Liu et al. (2015). As exemplified in Figure 3A and Videos S5 and S6, contacts between *Bcl6*^+/+^ OT-II T cells and MD4 B cells were more frequently associated with pronounced calcium signaling than those between *Bcl6*^+/−^ T cells and MD4 B cells. The fractional change in the normalized FRET signal intensity, *ΔR*_*t*_*/R*_*0*_, reflects the change in intracellular (Cheli et al., 2016) at time *t* as compared with the no-contact reference state *0* of the same T cell prior to a contact. The mean *ΔR*_*t*_*/R*_*0*_ measures the average calcium signaling intensity of a T cell in contact with a B cell. Quantitatively, *Bcl6*^+/−^ OT-II T cells exhibited significantly lower mean *ΔR*_*t*_*/R*_*0*_ values than control T cells (Figure 3B; mean ± SEM of mean *ΔR*_*t*_*/R*_*0*_ values for 65 *Bcl6*^+/+^ versus 64 *Bcl6*^+/−^ contacts: 29% ± 6% versus 8% ± 4%, p < 0.01). To gauge the overall productivity of contact events involving the two T cell types, we used the time-integrated calcium-response index (TICRI) as previously described (Liu et al., 2015), which is calculated by multiplying mean *ΔR*_*t*_*/R*_*0*_ of each contact with its duration. As shown in Figure 3C, TICRIs of *Bcl6*^+/−^ cells were lower by ∼3-fold (*Bcl6*^+/+^: 134 ± 34; *Bcl6*^+/−^: 28 ± 13; p < 0.01). Combined together, these data reveal a haploinsufficient role for BCL6 in promoting optimal calcium signaling and T-B cell entanglement inside the follicle.

**Figure 3:**
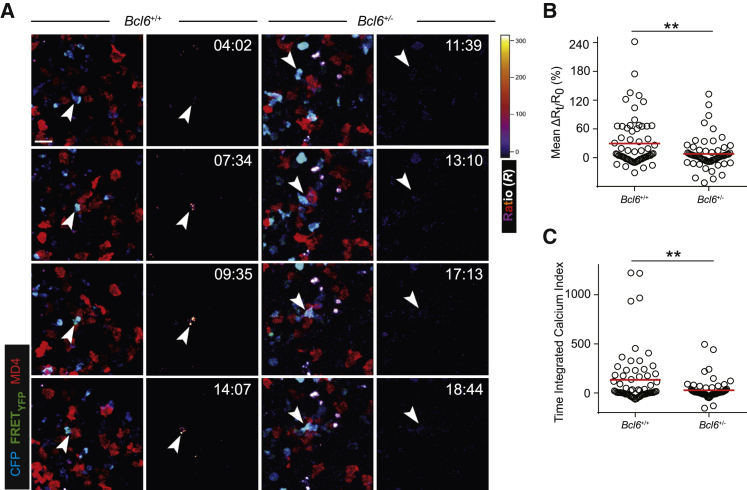
BCL6 is required for optimal calcium signaling during T-B cell entanglement *in vivo* (A–C) dsRed-expressing MD4 B cells and YC-Nano-50^CD^-transduced *Bcl6*^+/+^ or *Bcl6*^+/−^ OT-II T cells were visualized in B6 recipients 4 days after immunization. (A) Image sequences showing a *Bcl6*^+/+^ and a *Bcl6*^+/−^ OT-II T cell interacting with MD4 B cells. CFP fluorescence from the YC-Nano-50^CD^ reporter identifies T cells in the fluorescence overlays (columns 1 and 3), and ratiometric FRET signals are presented in the heatmap images (columns 2 and 4). Scale bar, 20 μm. See corresponding Videos S5 and S6. (B and C) Mean ΔR_t_/R_0_ (B) and time-integrated calcium index (C) of individual contacts between *Bcl6*^+/+^ (n = 65) or *Bcl6*^+/−^ (n = 64) OT-II T cells and MD4 B cells. Lines denote the means. Data are pooled from four experiments. ^∗∗^p < 0.01.

Video S5. Calcium fluxes in *Bcl6*^+/+^ T cells are associated with contacts with cognate B cells, related to Figure 3 DsRed-expressing MD4 B cells (red) and YC-Nano-50^CD^-transduced *Bcl6*^+/+^ OT-II T cells (blue) were visualized in a follicle of the draining lymph node 96 h after HEL-OVA immunization. The left panel is fluorescent image sequence, and the right panel is pseudo-color FRET ratiometric image sequence of the T cell. A white circle highlights increased calcium flux in a *Bcl6*^+/+^ OT-II T cell during the contact with an MD4 B cell. Scale bar, 20 μm. See also corresponding Figure 3A.

Video S6. Reduced calcium fluxes in *Bcl6*^+/−^ T cells are associated with contacts with cognate B cells, related to Figure 3 DsRed-expressing MD4 B cells (red) and YC-Nano-50^CD^-transduced *Bcl6*^+/−^ OT-II T cells (blue) were visualized in a follicle of the draining lymph node 96 h after HEL-OVA immunization. The left panel is fluorescent image sequence, and the right panel is pseudo-color FRET ratiometric image sequence of the T cell. A white circle highlights subdued calcium response in a *Bcl6*^+/−^ OT-II T cell during the contact with an MD4 B cell. Scale bar, 20 μm. See also corresponding Figure 3A.

### The absence of BCL6 impairs CD40L externalization

During T-B cell entanglement in the follicle or GCs, calcium-signaling-mediated CD40L externalization is a prerequisite for contact-dependent CD40L delivery from Tfh cells to cognate B cells (Liu et al., 2015). Blockade of CD40L signaling to antigen-activated B cells already in the follicular phase (e.g., as late as 50–60 h in the model of MD4 and OT-II co-transfer) markedly impaired GC formation (Figure S4). While surface CD40L expression was comparable between *Bcl6*^+/−^ than *Bcl6*^+/+^ Tfh cells *in vivo*, the total amount of CD40L protein detected by intracellular staining was lower in *Bcl6*^+/−^ cells, consistent with impaired calcium signaling in T cells when BCL6 expression is compromised (Figures 4A and 4B). Importantly, when T cells were stimulated via anti-CD3 to mobilize CD40L from the intracellular store onto the plasma membrane over a brief period of 15 min, a calcium-signaling-dependent process, *Bcl6*^+/−^ Tfh cells mobilized significantly less amounts of CD40L (Figures 4C and 4D). These data suggest that, despite being able to express CD40L, BCL6-insufficient T cells could not efficiently deliver CD40L during those brief contacts with cognate B cells, most likely as a result of reduced calcium-signaling efficiency.

**Figure 4:**
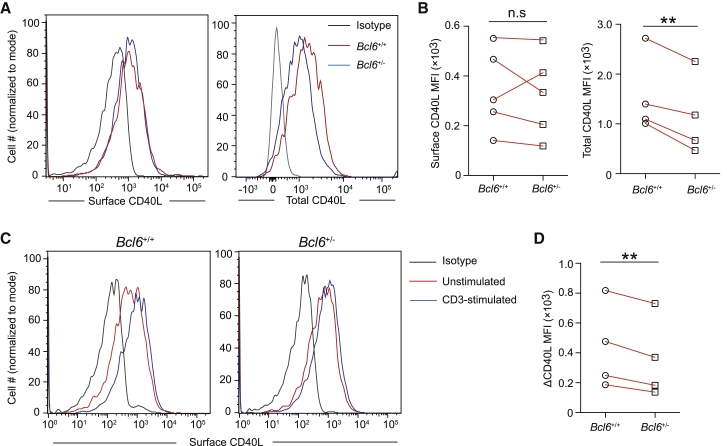
BCL6 is required for efficient CD40L delivery OT-II T cells of indicated genotypes, 7–8 days after being activated *in vivo* in adoptive B6 hosts immunized with NP-OVA, were subjected to the CD40L mobilization assay as described in the STAR Methods. (A) Representative histograms of cell surface CD40L (left) or total CD40L measured by intracellular staining (right) of *Bcl6*^+/+^ and *Bcl6*^+/−^ OT-II T cells. (B) MFIs of CD40L staining for conditions in (A); each line represents one independent experiment for each comparison setup. (C and D) CD40L mobilization by anti-CD3 in *Bcl6*^+/+^ and *Bcl6*^+/−^ OT-II T cells; representative histogram overlays (C) and changes in surface CD40L MFI (ΔMFI) following indicated stimulation (D). Each line represents one independent experiment. n.s. not significant, ^∗∗^p < 0.01.

### BCL6 insufficiency impairs CD40L delivery to B cells in a polyclonal response

Our results have so far revealed two major defects of BCL6-insufficient T cells inside the follicle that can be explained by an impairment of TCR-triggered calcium flux: reduced T-B cell physical contact and reduced CD40L externalization. These helper defects can readily explain impairment of B cell expansion and GC formation. On the other hand, it is difficult to explain why *Bcl6*^+/−^ T cells exhibited grossly normal Tfh cell development at the beginning but could not maintain their Tfh cell phenotype over time. In particular, the effect of missing one copy of *Bcl6* gene in T cells appeared to have a more immediate and pronounced repercussion on B cells being helped rather than on the helper cells per se.

Our use of OT-II and MD4 receptor-transgenic cells, while necessary for intravital imaging experiments to examine cell-cell interaction dynamics, might reveal functional defects that do not normally manifest. Moreover, germline *Bcl6* ablation might have unintended consequences. To ameliorate these concerns, we bred *Cd4-cre* and *Bcl6*^fl/fl^ mice to create T cell-specific BCL6-deficient animals. In replicating our observations with the heterozygous germline *Bcl6*^+/−^ (Figure 1), we found that *Cd4-cre* × *Bcl6*^fl/+^ OT-II T cells were able to express similar amounts of CXCR5 following 4 days of activation *in vivo* but were significantly less competent in promoting GC formation or maintaining the CXCR5^+^ phenotype by day 8 (Figure S5). Next, we transferred splenocytes from *Cd4-cre*, *Cd4-cre* × *Bcl6*^fl/+^, or *Cd4-cre* × *Bcl6*^fl/fl^ mice into sub-lethally irradiated CD45.1 SAP-deficient mice and immunized these recipients with NP-KLH (Figure 5A). In this system, normal polyclonal B cells would respond to NP-KLH with cognate T cell help provided by exogenous wild-type (*Cd4-cre*), BCL6-insufficient (*Cd4-cre* × *Bcl6*^fl/+^), or BCL6-deficient (*Cd4-cre* × *Bcl6*^fl/fl^) T cells from a polyclonal repertoire. The endogenous T cells cannot support GC formation because of the SAP deficiency (Qi et al., 2008). By day 13, when the NP-KLH-induced GC response typically peaked in wild-type mice, the group with BCL6-deficient T cells had far fewer T cells exhibiting the Tfh phenotype and almost no detectable GCs, as expected; with BCL6-insufficient T cells as helper T cells, the magnitude of the GC response was halved, while the frequency of T cells exhibiting the Tfh phenotype was barely reduced (Figures 5B and 5C). These data indicate that, in a polyclonal response to immunization, both copies of the *Bcl6* gene are required for normal helper T cell activities to support GC formation, which is, again, more sensitive to the BCL6 insufficiency in T cells than is T cell development into Tfh cells per se (appearance of CXCR5^+^PD-1^+^ T cells).

**Figure 5:**
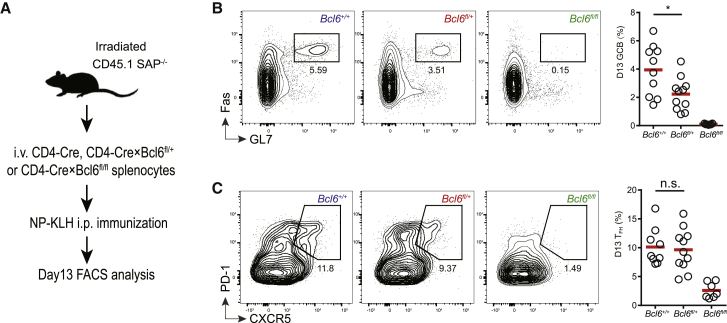
Haploinsufficiency of BCL6 impairs a polyclonal response (A) The experimental scheme. (B and C) Representative flow-cytometry profiles and frequencies of FAS^hi^ GL7^hi^ GC B cells in total B220^+^ B cells (B) or CXCR5^hi^PD-1^hi^ Tfh cells in CD44^hi^ CD4 T cells of the donor origin (C) 13 days after NP-KLH immunization in CD45.1 *Sap*^−/−^ recipients. All donors are on the CD4-Cre background, and genotypes of the Bcl6 allele are indicated. Each symbol represents one mouse, and lines denote the means. Data are pooled from 2 independent experiments. n.s., not significant. ^∗^p < 0.05.

Next, to look for signs that BCL6-insufficient T cells may not efficiently deliver CD40L to B cells in a polyclonal response *in vivo*, we transferred wild-type (*Cd4-cre*) or BCL6-insufficient (*Cd4-cre* × *Bcl6*^fl/+^) OT-II T cells into SAP-deficient mice and immunized these mice with NP-OVA (Figure S6A). By day 3 post immunization, we sort-purified NP-binding B cells that were developing into GCs (Figure S6B) and conducted RNA sequencing (RNA-seq) analyses of their transcriptome. Using a gene expression signature induced by CD40 signaling in B cells (Basso et al., 2004) for enrichment analysis, we found such CD40-induced gene set expression was significantly deprived in those NP-binding B cells helped by *Cd4-cre* × *Bcl6*^fl/+^ T cells (Figure S6C). These data suggest BCL6 insufficiency in T cells leads to impaired CD40L signaling to B cells.

### BCL6 and other Tfh cell markers depend on acute T-B cell interactions

It has been reported that, when Tfh cells are deprived of reciprocal B cell stimulation for several days, Tfh cell maintenance is severely impaired (Baumjohann et al., 2013; Deenick et al., 2010). Based on a model of BCL6-instructed Tfh cell differentiation and maintenance (Crotty, 2014; Vinuesa et al., 2016a), one interpretation is that BCL6 may initiate an epigenetic Tfh cell program (Hatzi et al., 2015; Kroenke et al., 2012; Li et al., 2018; Liu et al., 2016a; Liu et al., 2012; Lu et al., 2011) that is inheritable but requires intermittent antigen stimulation to enforce over a long period of time. Alternatively, because markers of Tfh cells (namely CXCR5, PD-1, and BCL6) can be rapidly upregulated upon antigen stimulation *in vivo*, at least for naive T cells (Chen et al., 2015; Kerfoot et al., 2011), it is also plausible that, even in the follicular phase of the response, reduced T-B cell interactions have a rapid repercussion on expression of markers of Tfh cells within a short time frame. Either of these two models could explain the inability of *Bcl6*^+/−^ T cells to maintain Tfh cell phenotype in the follicular phase. A key distinction, however, is the timescale by which manipulation of follicular T-B cell interactions can affect the Tfh cell phenotype.

To test whether BCL6 and other markers of Tfh cells can be rapidly up- or downregulated upon acute manipulation of follicular T-B cell interactions, we took two approaches. First, we injected αDEC205 antibody linked to the ovalbumin-derived peptide epitope OVA_323-339_ (αDEC-OVA) 100 h post HEL-OVA immunization of B6 mice that received OT-II T cells and MD4 B cells. Because as antigen-activated B cells upregulate DEC-205 as they develop into GC B cells, the αDEC-OVA treatment preferentially delivers OVA epitope to those B cells (Victora et al., 2010). Merely 15 h after αDEC-OVA injection, OT-II T cells in the spleen markedly upregulated CXCR5, PD-1, and BCL6 (Figure 6A), leading to doubling of the frequency of CXCR5^hi^PD-1^hi^ cells (Figure 6B) without changing the overall OT-II abundance. BCL6 expression in cells already gated as CXCR5^hi^PD-1^hi^ were also markedly increased by ∼3-fold after αDEC-OVA injection (Figure 6C). Second, we injected αCD40L antibody to block CD40-CD40L interactions between follicular OT-II and MD4 B cells. Within the same 15 h period, amounts of BCL6, CXCR5, and PD-1 decreased on OT-II T cells (Figure 6A), with their nominal Tfh cell frequency being reduced by approximately one-third (Figure 6B). Those CXCR5^hi^PD-1^hi^ cells also showed a significant decrease in BCL6 expression (Figure 6C). These results suggest any BCL6-instructed, inheritable program that specifies and maintains the CXCR5^hi^PD-1^hi^BCL6^+^ Tfh cell phenotype would not be stable for longer than 15 h without exogenous input (e.g., B cell-mediated antigen presentation). Given how brief this 15 h period, it is plausible that BCL6 also helps maintain the CXCR5^hi^PD-1^hi^ phenotype in a T cell non-autonomous manner by simply promoting cognate T-B cell interactions (Figures 3 and 4).

**Figure 6:**
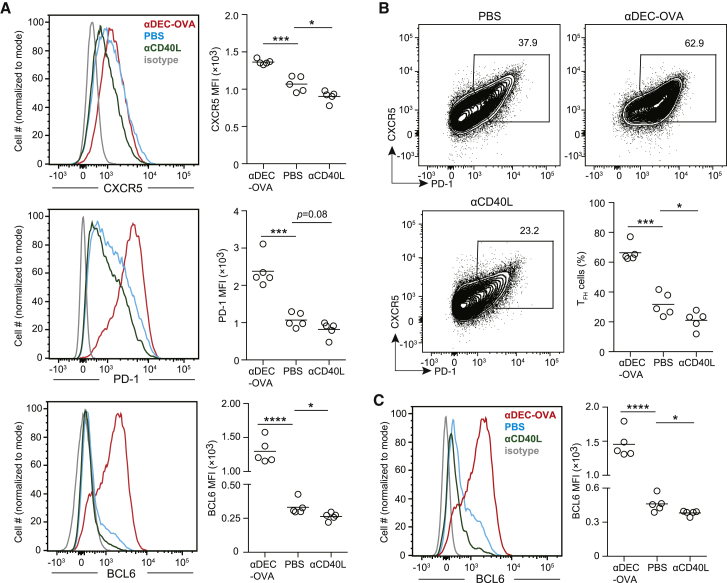
Maintenance of BCL6 and other Tfh cell markers requires constant T-B cell interactions (A–C) CXCR5, PD-1, and BCL6 expression after acute antigen stimulation and T-B cell cooperation blockade *in vivo*. (A) Histograms and MFI statistics of indicated markers on transferred OT-II T cells 15 h after PBS, αDEC-OVA, or αCD40L injection. (B) Frequencies of OT-II Tfh cells gated as CXCR5^hi^ PD1^hi^ cells. (C) BCL6 expression by CXCR5^hi^ PD1^hi^ OT-II Tfh cells as gated in (B). Each symbol in scatterplots denotes one mouse. One of four experiments with similar results is shown. ^∗^p < 0.05, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001.

### Defects in GC formation and Tfh cell maintenance associated with BCL6-compromised T cells can be rescued

If there is a T cell non-autonomous mechanism of BCL6-dependent Tfh cell maintenance as deduced above, one would predict that if CD40L is made more abundantly available in BCL6-insufficient T cells to compensate for the impaired delivery of CD40L, both the failure of normal GC formation and Tfh cell maintenance would be rescued. On the other hand, if BCL6 only instructs and maintains a Tfh cell fate in a strictly T cell autonomous manner, CD40L overexpression should not rescue the Tfh cell defect of BCL6-insufficient cells, even if it might rescue defective GC formation. To test this, we overexpressed CD40L in *Bcl6*^+/−^ and *Bcl6*^+/+^ OT-II T cells by retroviral transduction, transferred these cells together with MD4 B cells into SAP-deficient mice, and examined MD4 GC formation and OT-II Tfh cell development. As shown in Figure 7A, while control-transduced *Bcl6*^+/−^ OT-II T cells were not able to support normal GC formation, *Bcl6*^+/−^ OT-II T cells overexpressing CD40L now supported a similar magnitude of GC formation as compared with the *Bcl6*^+/+^ counterpart. Importantly, the reduced CXCR5^hi^PD1^hi^ Tfh cell frequency of *Bcl6*^+/−^ cells was rectified to a comparable magnitude of control-transduced *Bcl6*^+/+^ cells (Figure 7B). Taken together, these data suggest that, in the follicular phase, the key biological process that BCL6 controls is contact-dependent help delivery to B cells, which is not only essential for GC formation but also for Tfh cell maintenance in a T cell non-autonomous manner.

**Figure 7:**
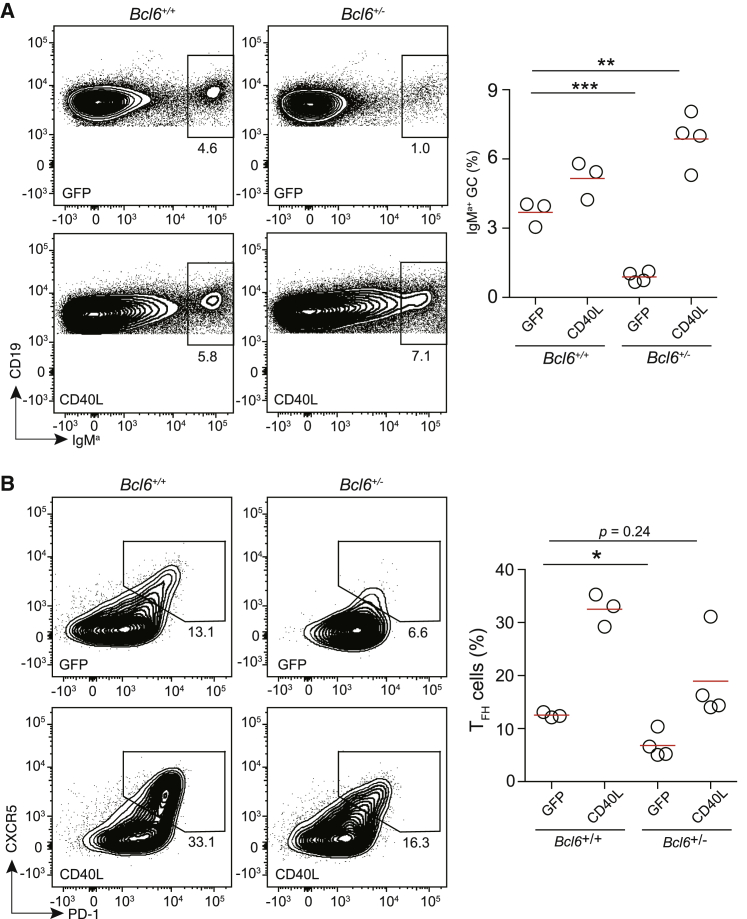
Rescue of BCL6-insufficient Tfh cells secondary to GC rectification (A) Representative flow-cytometry profiles (left) and frequencies of IgM^a+^ MD4 GC B cells in total CD19^+^ B cells (right) 5 days after HEL-OVA immunization of *Sap*^−/−^ mice that received transfer of MD4 B cells and *Bcl6*^+/+^ or *Bcl6*^+/−^ OT-II T cells transduced with a control GFP or CD40L-expressing vector. Each symbol in the scatterplot (right) represents one mouse, and lines denote the means. One of three independent experiments with similar results is shown. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (B) Representative flow-cytometry profiles (left) and frequencies of CXCR5^hi^ PD1^hi^ Tfh cells in OT-II T cells as in (A). Each symbol shape represents one mouse, and lines denote the means. One of three independent experiments with similar results is shown. ^∗^p < 0.05.

### BCL6 is required for normal expression of calcium-signaling-related genes

Finally, in trying to understand how BCL6 may regulate calcium signaling in Tfh cells, which is important for T-B cell entanglement and for CD40L delivery, we noted that regulatory regions of human *STIM1* gene are bound by BCL6 in human Tfh cells (Hatzi et al., 2015). We conducted mRNA sequencing of BCL6-sufficient (*Cd4-cre*) and BCL6-insufficient (*Cd4-cre* × *Bcl6*^fl/+^) OT-II T cells sort-purified 3 days after activation *in vivo* by NP-OVA immunization. 

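RNA was sequenced from CXCR5 hiPD-1 hi OT-II Tfh cells, which are ovalbumin-specific follicular helper T cells, sorted from draining lymph nodes 3 days after immunization. The OT-II T cells had been transferred into SAP-deficient recipient mice before immunization, so the genotype is that of the transferred cells. There were 3 recipients labelled for *Cd4-cre* cells and 3 labelled for *Cd4-cre* × *Bcl6* fl/+ cells, in which one *Bcl6* allele can be deleted, with 2 technical repeats of about 200 cells from each mouse, or 12 libraries in all. The mice named below are these recipients, and the paper's methods do not name the number of donor mice for this transfer. For its transfers of splenocytes, they state that cells of 1 donor were typically split among 3 recipients. The authors aligned the reads to GRCm38 with Hisat2, counted them per gene with HTSeq-count, and deposited the raw counts of 24561 genes together with TPM values made from them. The total count per library ranged from 3343375 to 8315722 in the BCL6-insufficient group (median 6220914.5) and from 5240715 to 7266106 in the wild-type group (median 5535081.5). A single ribosomal RNA gene, CT010467.1, took between 12.0% and 20.9% of the counts of a library. Because the repeats of a mouse are not separate animals, their counts were summed, and the 6 mice were compared by edgeR's quasi-likelihood test after TMM normalization. The test covered 12719 genes that passed edgeR's expression filter. Choices that could change the numbers are the treatment of the repeats, the scaling, the filter on low counts and the use of counts or TPM. The transcript of *Bcl6* was higher in the libraries labelled BCL6-insufficient, so groups are named below by their labels and every direction rests on those labels.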

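*Bcl6* lies on chromosome 16 of GRCm38 from 23965052 to 23988852. Its normalized CPM (counts scaled to library size) was 149 ± 2.18 (SD, n = 3 mice) in the mice labelled BCL6-insufficient and 62.4 ± 11.5 (SD, n = 3) in the mice labelled wild-type, a log2 fold change of 1.25 (standard error 0.12, adjusted p = 6.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled BCL6-insufficient held between 138 and 165 *Bcl6* CPM and the libraries labelled wild-type between 46.5 and 99.3. The counts cover the whole gene and do not separate a deleted allele from an intact one. In all, 2288 genes had an adjusted p under 0.05 in edgeR's test, 1166 of them higher and 1122 lower in the mice labelled BCL6-insufficient. The alternative that moved this number most, limma on log2(TPM + 0.1), gave 385 genes. *Stim1*, on chromosome 7 from 102267806 to 102437319, had 86.7 ± 0.767 normalized CPM (SD, n = 3) with the BCL6-insufficient label and 109 ± 9.56 (SD, n = 3) with the wild-type label. Its log2 fold change was -0.33 (standard error 0.11, adjusted p = 0.0372 from edgeR's test). When trends with GC content and transcript length were removed, the log2 fold change of *Stim1* was -0.24 with an adjusted p of 0.140 from edgeR's test, and the adjusted p was under 0.05 in 1 of the 6 fits that each left out one mouse. *Stim1* was also not called with either technical repeat alone, with upper-quartile scaling or in the TPM fits over filtered genes. *Plcg1*, on chromosome 2 from 160731300 to 160775760, had 88.6 ± 13.9 (SD, n = 3) and 132 ± 9.44 (SD, n = 3) normalized CPM in the same order. Its log2 fold change was -0.57 (standard error 0.12, adjusted p = 0.00149 from edgeR's test), and it ranged from -0.71 to -0.50 when each mouse was left out in turn, with an adjusted p under 0.05 in all 6 fits, but was not called with log2(TPM + 0.1) or with log2(TPM + 1) over all genes. For *Bcl6*, *Stim1* and *Plcg1*, the 3 mice of one label all lay on one side of the 3 of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow).

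**Figure D1:**
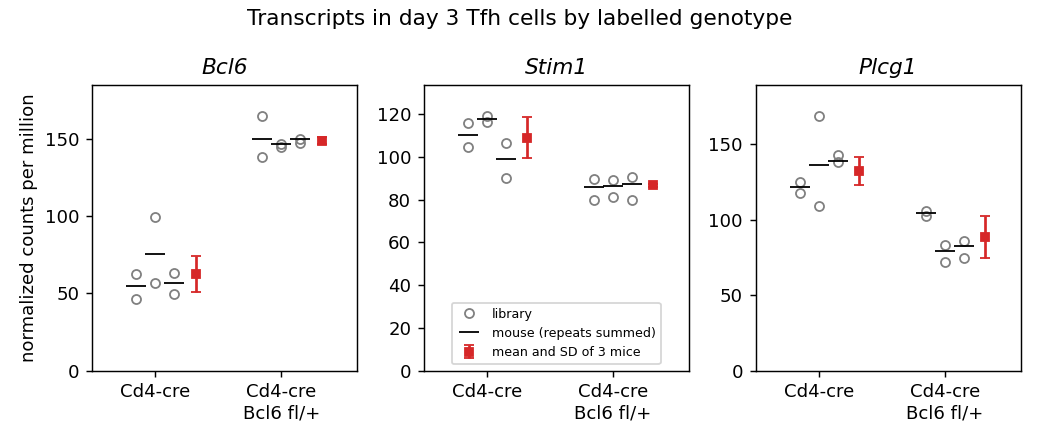
Normalized CPM of *Bcl6*, *Stim1* and *Plcg1* by labelled genotype; circles are the 12 libraries, dashes the 6 mice with their repeats summed, and squares with bars the mean and SD of 3 mice. The mean for *Bcl6* is 149 with the BCL6-insufficient label and 62.4 with the wild-type label, while the means for *Stim1* are 86.7 and 109 and those for *Plcg1* 88.6 and 132.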

As shown in Figure S7, when one copy of the *Bcl6* gene was missing, CXCR5^+^PD-1^+^ Tfh cells differentially expressed many genes; among those downregulated were *Stim1* and *Plcg1* (which code for STIM1 and PLCγ1, respectively) that both impinge on calcium signaling downstream of TCR activation. Moreover, KEGG pathway analyses revealed that the calcium-signaling-related pathway was generally upregulated in wild-type as compared with BCL6-insufficient Tfh cells (Figure S7). Together, these data support the notion that BCL6 controls follicular T-B cell interactions by regulating multiple target genes involved in antigen-triggered calcium signaling in T cells.

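The KEGG gene list was not used here. A list of 217 calcium signaling genes was assembled by gene family before the data were examined. Of these, 153 were in the count table under the listed symbol and 84 passed the expression filter. Their median log2 fold change, labelled BCL6-insufficient against labelled wild-type, was -0.00095, and camera, limma's test of a gene list against all other genes, gave an adjusted p of 0.412 over the 3 lists for which this test was set in advance. Of the 84 genes, 6 were higher and 10 lower at an adjusted p under 0.05 over all genes tested, and 8 higher and 10 lower when adjusted over the list alone. A narrower list of 36 genes between the T cell receptor and NFAT had a median log2 fold change of -0.02 (adjusted p = 0.357 from camera), with 4 genes higher and 10 lower over all genes tested, and 7 higher and 12 lower when adjusted over the list alone. Neither list was called by fry (adjusted p = 0.341 and 0.237) or by camera with an estimated correlation (adjusted p = 0.541 for both). The narrower list was called lower by camera with log2(TPM + 1) over all genes (median -0.13). In an enrichment analysis of the kind shown in Figure S7D, 22420 genes were ranked by signal-to-noise ratio over the 12 libraries. The ranking held 145 genes of the calcium signaling list, including genes below the expression filter. Their normalized enrichment score was 1.07, toward the libraries labelled wild-type (p = 0.296 from 10000 permutations of the genes). With the repeats of each mouse summed, the score was 0.89 (permutation p = 0.746), and it was 0.83 when the labels of the 6 mice were permuted in place of the genes (exact permutation p = 0.8, among the arrangements with a score of the same sign). The score was 1.31 with technical repeat 1 of each mouse only (permutation p = 0.0332) and -0.89 with technical repeat 2 only (permutation p = 0.755). Without BCL6-insufficient replicate 3 the score was -0.90. With the T cell calcium list in the same ranking of 12 libraries, the score was 1.46, toward the libraries labelled wild-type (permutation p = 0.0457). The T cell calcium list was not scored with the repeats summed or with the labels of the mice permuted.

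**Figure D2:**
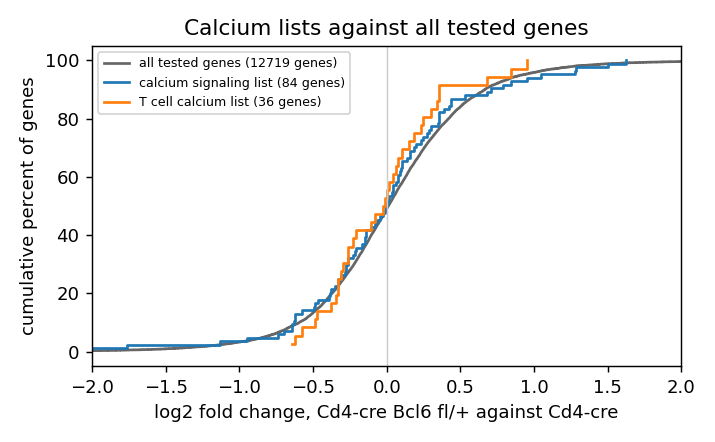
Cumulative percent of genes against the log2 fold change between mice labelled *Cd4-cre* × *Bcl6* fl/+ and *Cd4-cre*, for the 12719 tested genes, the 84 tested genes of the calcium signaling list and the 36 of the T cell calcium list. The medians of the lists are -0.00095 and -0.02.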

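Among other genes of the calcium pathway that the paper discusses, *Nfatc1* had a log2 fold change of -0.38 in the mice labelled BCL6-insufficient (standard error 0.10, adjusted p = 0.0103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was under 0.05 in 4 of the 6 fits that each left out one mouse, and was 0.0816 without BCL6-insufficient replicate 2 and 0.0705 without wild-type replicate 2. The log2 fold change of *Nfatc1* was -0.71 with technical repeat 1 only (adjusted p = 0.00195 from edgeR's test) and -0.11 with technical repeat 2 only (adjusted p = 0.619 from edgeR's test). It was also not called in the 3 TPM fits or by DESeq2 with 12 libraries as independent samples. *Nfatc2* had a log2 fold change of 0.35 (standard error 0.13, adjusted p = 0.0630 from edgeR's test), and was called higher with upper-quartile scaling (adjusted p = 0.0410 from edgeR's test) and with at least 10 counts in every library (adjusted p = 0.0459 from edgeR's test). *Orai1* had a log2 fold change of 0.02 (standard error 0.16, adjusted p = 0.954 from edgeR's test), a difference not detectable between these mice. That of *Orai1* was -0.57 with technical repeat 1 only (adjusted p = 0.102 from edgeR's test) and 0.46 with technical repeat 2 only (adjusted p = 0.195 from edgeR's test). The paper proposes that BCL6 acts on T-B cell interactions through target genes of antigen-triggered calcium signaling. That proposal draws on the lower *Stim1* and *Plcg1*, the pathway analysis and BCL6 binding at human *STIM1*. The paper also reports weaker calcium signals in vivo and less CD40L mobilization in *Bcl6*+/- T cells, which were not examined here. Its limitations state that lower STIM1 or PLC-γ1 expression has not been shown to cause the defective interactions.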

## Discussion

Our study reveals a previously unappreciated role for BCL6 in enhancing antigen-triggered calcium signaling in Tfh cells and promoting their entangled interactions with and CD40L delivery to cognate B cells, all specifically in the follicular phase of a primary response. Combined with its obligate role in regulating CXCR5 expression and associated follicular recruitment (Liu et al., 2014; Shaw et al., 2016), our findings provide a more complete picture for biological processes that BCL6 actually controls in T cells to render its essentiality for GC formation. At least in the model of protein immunization used here, early CXCR5 upregulation and Tfh cell development proceeded normally as far as one copy of *Bcl6* allele is intact, whereas follicular functions of BCL6 in T cells required both alleles intact. Given the fact that BCL6 is very abundantly expressed in normal Tfh cells, we speculate those target genes involved in BCL6-dependent calcium signaling might utilize low-affinity binding sites such that only a high concentration of nuclear BCL6, achievable with expression from both alleles, can ensure productive engagement and regulation.

Although the capacity to produce CD40L is not unique to the Tfh cell subset, by definition only Tfh cells are tasked to deliver CD40L to B cells inside the follicle. CD40L delivery requires cell-cell contacts of sufficient stability, strength, and quality. The follicular microenvironment is highly dynamic, with all cells being in constant and fast migration, increasing the threshold for any T-B cell contacts to be functionally productive. This is probably the main reason why two copies of the *Bcl6* gene are not required for stable T-B cell interactions at the T zone-follicle border but become essential for those entangled contacts inside the follicle.

Expression of BCL6, CXCR5, and PD-1—markers universally used to identify Tfh cells and to assess the underlying developmental program—could markedly change within 15 h, depending the status of follicular T-B cell interactions *in vivo*. In additional work, αDEC-OVA was found to drive such changes within 7 h (unpublished data). Our results set the upper time limit by which manifestation of a Tfh cell program can be maintained in the follicular phase of a primary response following protein immunization. These results are also consistent with the fact that none of Tfh cell-associated genes are known to be epigenetically rendered open or shut across multiple mitoses in single Tfh cells by a BCL6-mediated mechanism, even though transcription of Tfh cell-associated genes may depend on BCL6, directly or indirectly.

It can be argued that because only three main markers of Tfh cells are examined in the current study, other Tfh cell-associated molecules or pathways, such as those underlying BCL6 follicular functions reported here, might be programmed in a more long-lasting mode. This possibility warrants further investigation. However, our results do caution interpreting changes in CXCR5, PD-1, and BCL6 markers, either in terms of expression intensities or frequencies of marker-positive cells (universally used to report Tfh cell frequencies in the literature), as demonstration of differentiation, trans-differentiation, or plasticity events being induced by any experimental perturbation—particularly when the perturbation is applied days or even weeks before reading the outcome. Such perturbation could be simply changing the strength of TCR stimulation and T-B cell interactions hours before the assay readout. At the same time, we should also note the fact that T cell CXCR5 expression, besides its extreme flexibility that is conditional upon T-B cell interactions in the follicle, might be subjected to long-lasting epigenetic regulation, as implied by the previous observation that some CXCR5^+^ T cells do not completely lose CXCR5 expression a month after being transferred into antigen-free hosts (Lüthje et al., 2012).

While how BCL6 precisely controls STIM1 and PLCγ1 expression and promotes calcium signaling in Tfh cells remains to be further investigated, it is notable that BCL6 expression in T cells partly depends on the nuclear factor of activated T cell (NFAT) transcription factor (Martinez et al., 2016; Vaeth et al., 2016), which is activated by calcium signaling (Gwack et al., 2007). This pathway potentially explains how the amount of BCL6 protein in normal Tfh cells can rapidly increase in response to acute antigen stimulation *in vivo*. A positive feedback might operate inside Tfh cells between BCL6-promoted calcium signaling downstream of TCR stimulation and NFAT-facilitated BCL6 expression. When BCL6 becomes insufficient, even though the calcium signaling is not totally abolished, a reduced efficiency in T-B cell interactions would compromise help delivery, hamper Tfh cell maintenance, and reduce GC formation. In this scenario, development and maintenance of full Tfh cell features require intrinsic BCL6 expression but invoke both cell-autonomous and non-autonomous modes of action.

The role of BCL6 in regulating calcium signaling and T-B cell interactions is reminiscent of ICOS, which co-stimulates TCR-mediated calcium signaling and thereby promotes T-B cell interactions (Liu et al., 2015). It is also reminiscent of SAP, which protects proximal TCR signaling (Chu et al., 2014; Kageyama et al., 2012; Qi, 2012) and thereby promotes T-B cell interactions (Qi et al., 2008). It is probably not a coincidence that these three T cell-expressed factors essential for GC formation all impinge on antigen-triggered signaling, all regulate physical T-B cell interactions, and none demonstrably instruct a unique signaling pathway dedicated for Tfh cell development or maintenance, with the potential exception for ICOS-TBK1-associated signaling (Pedros et al., 2016), perhaps because sufficient CD40L delivery through physical T-B cell contacts is likely the only help factor that is absolutely essential and irreplaceable for GC formation in a T-dependent B cell response (Wan et al., 2019).

### Limitations of study

Our multiple attempts to rescue the helper activity of BCL6-insufficient T cells with STIM1 overexpression did not yield consistent results, potentially because of strict requirement for appropriate stoichiometry of STIM and ORAI proteins, which is difficult to achieve using retroviral overexpression. The current study has not established a causal link between reduced STIM1 and/or PLC-γ1 expression and defective T-B cell interactions when T cells are BCL6 insufficient.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-CD19 APC-Cy7 (clone 1D3)	eBioscience	CAT# 25-0193-82
anti-B220 APC-Cy7 (clone RA3-6B2)	eBioscience	CAT# 47-0452-82
anti-CD4 AF700 (clone RM 4-5)	eBioscience	CAT# 56-0042-82
anti-CD4 APC (clone GK1.5)	eBioscience	CAT# 17-0041-82
anti-CD4 FITC (clone GK1.5)	eBioscience	CAT# 11-0041-82
anti-CD44 AF700 (clone 1M7)	eBioscience	CAT# 56-0441-82
anti-CD45.1 APC (clone A20)	eBioscience	CAT# 17-0453-82
anti-CD45.2 eFlour450 (clone 104)	eBioscience	CAT# 48-0454-82
anti-CD95 PE-Cy7 (clone Jo2)	BD Biosciences	CAT# 557653
anti-GL7 eFlour450 (clone GL7)	eBioscience	CAT# 48-5902-82
anti-PD-1 PE-Cy7 (clone RMP1-30)	Biolegend	CAT# 109110
anti-IgM^a^ PE (clone DS-1)	BD Biosciences	CAT# 553517
anti-IgD FITC (clone 11-26c)	eBioscience	CAT# 11-5993-82
anti-CXCR5 biotinylated (clone 2G8)	BD Biosciences	CAT# 551960
anti-CD40L PE (clone MR1)	BD Biosciences	CAT# 553658
Streptavidin PE	BD Biosciences	CAT# 554061
Streptavidin APC	BioLegend	CAT# 554067
NP-PE	Biosearch Technologies	CAT# N-5070-1
7-AAD	Biotium	CAT# 40084
Anti-CD40L (clone MR1)	Bio X Cell	CAT# BP0017-1
Anti-CD3ε (clone 145-2C11)	Bio X Cell	CAT# BP0001-1
Anti-CD28 (clone 37.51)	Bio X Cell	CAT# BE0015-1

**Commercial reagents**		

Lipopolysaccharides (*Escherichia coli*, serotype O111:B4)	Sigma-Aldrich	CAT# L2630-25MG
NP-OVA	Biosearch Technologies	CAT# N-5051-10
NP-KLH	Biosearch Technologies	CAT# N-5060
Imject Alum Adjuvant	Thermo Fisher	CAT# 77161
Lysozyme from chicken egg white	Sigma-Aldrich	CAT# L4919
Albumin from chicken egg white	Sigma-Aldrich	CAT# A2512
RNase Inhibitor	Takara	CAT# 2313B
TE buffer	Invitrogen	CAT# 12090015
Triton X-100	Invitrogen	CAT# 15596018
Oligo-dT	Takara	CAT# 3806
dNTP	Invitrogen	CAT# 18427013
SuperScript II reverse transcriptase	Invitrogen	CAT# 18064071
Superscript II first-strand buffer	Invitrogen	CAT# 18064014
DTT	Solarbio	CAT# D1070-5
Betaine	Sigma	CAT# 107-43-7
MgCl2	Invitrogen	CAT# AM9530G
KAPA HiFi HotStart ReadyMix	KAPA	CAT# Kk2601
DNA clean beads	Vazyme	CAT# N411-02
Nuclease-free water	Invitrogen	CAT# 10977015
TruePrep DNA Library Prep Kit V2 for Illumina	Vazyme	CAT# TD501-02
SDS	Takara	CAT# 3806
Q5 HF master mix	NEB	CAT# M0492L
Tris	Amresco	N/A

**Critical commercial assays**		

Cytoperm/Cytofix kit	BD Biosciences	CAT# 554714
Foxp3/Transcription Factor Staining Buffer Set	eBioscience	CAT# 00-5523-00

**Deposited data**		

mRNA sequencing data of pre-GC B cells helped by *Cd4-cre* or *Cd4-cre* × *Bcl6*^fl/+^ T cells	This paper	GSE181081
mRNA sequencing data of activated *Cd4-cre* or *Cd4-cre* × *Bcl6*^fl/+^ T cells	This paper	GSE181081

**Recombinant DNA**		

Plasmid pMSCV		N/A
Plasmid pIE		N/A
Plasmid for DEC205-OVA	Gift from Dr. M. Nussenzweig	N/A
Plasmid for YC-nano50^CD^ reporter		N/A

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J		Jax 664
Mouse: *Sap*^−/−^	Gift from Dr. P. Schwartzberg (Czar et al., 2001)	N/A
Mouse: *Bcl6*^−/−^	Gift from Dr. L. Staudt (Dent et al., 1997)	N/A
Mouse: *Bcl6*^fl/fl^	Gift from Dr. T. Takemori (Kaji et al., 2012)	N/A
Mouse: CD45.1		Jax 002014
Mouse: CD4-Cre		Jax 022071
Mouse: GFP-expressing		Jax 4353
Mouse: CFP-expressing		Jax 4218
Mouse: dsRed-expressing		Jax 6051
Mouse: OT-II		Jax 4194
Mouse: MD4		Jax 2595

**Software and algorithms**		

FlowJo v10	Tree Star	N/A
ImageJ	Wayne Rasband	N/A
Imaris v9	Bitplane	N/A
Prism v6	Graphpad	N/A
GSEA	Broad Institute	N/A
Adobe AfterEffect	Adobe	N/A
Adobe PhotoShop	Adobe	N/A
FastQC		v0.11.9
Hisat2		version 2.2.1
Samtools		version 1.10
HTSeq-count		version 0.12.4
DESeq2 software	R	N/A

**Other**		

HiSeq × Ten sequencer	Illumina	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed and will be fulfilled by the lead contact Hai Qi ().

#### Materials availability

Supply of the following reagents and mice are subject to MTA agreements: DEC205-OVA (Dr. M. Nussenzweig); *Bcl6*^−/−^ mice (Dr. L. Staudt); *Bcl6*^fl/fl^ mice (Dr. T. Takemori).

### Experimental model and subject details

#### Animal experimental models

C57BL/6 (Jax 664), CD45.1 (Jax 002014), CD4-Cre (Jax 022071), GFP-expressing (Jax 4353), CFP-expressing (Jax 4218), dsRed-expressing (Jax 6051), OVA_323-339_-specific TCR transgenic OT-II (Jax 4194) and HEL-specific Ig-transgenic MD4 (Jax 2595) mice were originally purchased from the Jackson Laboratory. *Bcl6*^−/−^ mice (Dent et al., 1997), *Bcl6*^*fl/fl*^ mice (Kaji et al., 2012) and *Sap*^−/−^ mice (Czar et al., 2001) were gifts from Drs. L. Staudt, T. Takemori and P. Schwartzberg, respectively. Relevant alleles were interbred to obtain desired genotypes. All mice were maintained under specific-pathogen free conditions, and used according to institutional and governmental guidelines for animal welfare.

### Method details

#### Cell **isolation, culture and retroviral** transduction

Naive OT-II T cells, polyclonal T cells, MD4 B cells or polyclonal B cells were isolated using the negative CD4 T cell or B cell isolation kit (Miltenyi Biotec). To obtain activated T cells *in vitro*, naive OT-II or polyclonal B6 CD4 T cells were cultivated on plates coated with anti-CD3 (8 μg/mL) and anti-CD28 (8 μg/mL). Retroviral vectors that express relevant target genes were packaged with the Plat-E system, as previously described (Xu et al., 2013). For transduction, activated T cells were spin-infected at 2200 rpm with viral supernatants in the presence of 1 μg/mL polybrene (Sigma) for 2 h at 32°C. Infected T cells were then cultivated in the presence of 10 ng/mL human IL-2 until use for *in vitro* experiments or for adoptive transfer.

#### Adoptive transfer, immunization, and perturbation of T-B cell interactions

For various *in vivo* experiments, naive or *in vitro* activated and retrovirally transduced OT-II T cells were intravenously injected into B6 or SAP-deficient mice, alone or in combination with MD4 B cells. For certain experiments, total splenocytes were intravenously injected into sub-lethally irradiated CD45.1 SAP-deficient mice. In such experiments, the number of CD4 T cells in the splenocyte inoculum was kept constant among different groups. Typically, splenocytes from one donor mouse were split and transferred into three recipients. For subcutaneous immunization, each recipient mouse was given either 30 μg NP-OVA (Biosearch Technology) or 30 μg HEL-OVA antigen plus 0.5 μg LPS in alum (Thermo Scientific). For intraperitoneal immunization, each recipient mouse was given 100 μg NP-OVA (Biosearch Technology) or 100 μg NP-KLH (Biosearch Technologies) or 50 μg HEL-OVA antigen plus 1 μg LPS in alum (Thermo Scientific). For CD40L blockade in the early follicular phase, HEL-OVA-immunized B6 recipients of OT-II T cells and MD4 B cells were intravenously given 200 μg αCD40L antibody or PBS 50-60 h post immunization. For αDEC-OVA and CD40L blockade experiments, HEL-OVA-immunized B6 recipients of OT-II T cells and MD4 B cells were intravenously given 50 μg αDEC-OVA or 100 μg αCD40L antibody or PBS 100 h post immunization, a time point well into the follicular phase of the response.

#### Flow cytometry

Single-cell suspension of splenic or lymph node cells were incubated with 10% 2.4G2 culture supernatants to block Fc receptors and then stained with indicated antibodies in MACS buffer (PBS supplemented with 1% FBS and 5mM EDTA). Staining reagents include: APC-Cy7 anti-CD19 (1D3), APC-Cy7 anti-B220 (RA3-6B2), AF700 anti-CD4 (RM 4-5), APC anti-CD4 (GK1.5), FITC anti-CD4 (gk1.5), AF700 anti-CD44 (IM7), APC anti-CD45.1 (A20), eF450 anti-CD45.2 (104), PE-Cy7 anti-CD95 (Jo2), eFlour450 anti-GL7 (GL7), PE-Cy7 anti-PD-1 (RMP1-30), PE anti-IgM^a^ (DS-1), FITC anti-IgD (11-26c) from eBioscience; biotinylated anti-CXCR5 (2G8), PE anti-CD40L (MR1), streptavidin PE (Cat 554061) and streptavidin APC (Cat 554067) from BD Biosciences. Dead-cell exclusion was based on 7-AAD staining (Biotium), and non-singlet events were excluded with FSC-H/FSC-W and SSC-H/SSC-W. Isotype-matched non-specific antibodies were purchased from the corresponding companies. Cells were stained with primary antibodies for 60-90 min, washed, and then with secondary reagents for 30 min on ice. For intracellular staining, cells were stained using Cytoperm/Cytofix kit (BD Biosciences) according to the manufacturer’s protocol. All flow-cytometry data were collected on an LSR-II or Aria III (BD).

#### Immunohistochemistry

To examine T cell distribution in the draining lymph node, tissues were fixed with paraformaldehyde, and sections were stained with EF450-anti-IgD and APC-anti-CD3, mounted with the ProlongGold Antifade reagent (Invitrogen), and imaged with an Olympus FV1000 upright microscopy using 20 × lens.

#### CD40L mobilization of T cells *ex vivo*

As described previously (Liu et al., 2015), OT-II T cells of indicated genotypes were transferred into B6 mice, which were subsequently immunized with NP-OVA intraperitoneally. 7 to 8 days later, splenocytes were stimulated by anti-CD3 (2 μg/mL) for 15 min in the presence of an anti-CD40L staining antibody (clone MR1) to capture externalized CD40L on the cell surface. Cells were further stained for additional surface markers before analyzed by flow cytometry.

#### Intravital imaging

Intravital two-photon imaging of mouse inguinal lymph nodes were done as described previously (Liu et al., 2015), including measurement of T-B cell contact extents by contact duration and SEI. To visualize T cell calcium signaling during T-B cell contacts *in vivo*, YC-nano50^CD^ reporter was transduced into *Bcl6*^+/+^ or *Bcl6*^+/−^ OT-II T cells. Ratiometric images of calcium signals were analyzed with the RatioPlus plugin of ImageJ. Quantitative analyses were conducted by the method established previously (Liu et al., 2015). Adobe Photoshop and AfterEffect were used to annotate and prepare image sequences and to make playback videos.

#### RNA-seq and Gene Set Enrichment Analysis (GSEA)

CD4-Cre × *Bcl6*^fl/+^ or control CD4-Cre OT-II T cells were transferred into CD45.1 *Sap*^*−/−*^ mice (5 × 10^5^ per recipient), which were subcutaneously immunized with 40 μg NP-OVA plus 0.4 μg LPS in alum one day after the cell transfer. At day 3 post immunization, CXCR5^hi^PD-1^hi^ Tfh cells were sort-purified from the draining lymph node and prepared for RNA-seq analysis. Two technical repeats of ∼200 cells per sample from each of 3 mice were included. 

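The repeats of a mouse differed by more than the counting error of independent reads, which leaves out the sampling of cells and molecules. Over the tested genes with more than 20 counts in the repeats together, the chi-square statistic per gene between the repeats was between 6.42 and 16.1 in the 6 mice, where counting error alone would give a value near 1. The median correlation of log CPM was 0.950 between repeats of one mouse, 0.950 between mice of one labelled genotype, and 0.934 between the genotypes. The coefficient of variation was 0.239 between repeats of a mouse and 0.249 between libraries of one labelled genotype.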

To analyze NP^+^IgD^low^B220^+^ pre-GC B cells, cells from recipients of the same group were pooled to sort-purify 4 200-cell repeats. The SMART-Seq2 protocol for single-cell analysis was adapted and optimized for analyzing ∼200 cells. All libraries were sequenced on a HiSeq × Ten sequencer (Illumina). After pre-processed using FastQC (v0.11.9), raw sequences were aligned to the *Mus musculus* reference genome (GRCm38) using Hisat2 (version 2.2.1) and then sorted with Samtools (version 1.10). Reads were counted in genes with the utilization of HTSeq -count (version 0.12.4). Gene expression was calculated with the DESeq2 software in R. Heatmaps and volcano plots were generated with pheatmap and ggplot2 R functions, respectively. GSEA analysis was carried out using the GSEA software from the Broad Institute.

#### Statistical analysis

Statistics and graphing were done with Prism (Graphpad). Unless indicated otherwise, two-tailed Student’s t test was used to compare end-point means of different groups.

## Data Availability

mRNA sequencing data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: BCL6 controls contact-dependent help delivery during follicular T-B cell interactions
**Source:** Immunity. 2021 Oct 12;54(10):2245–2255.e4. doi: 10.1016/j.immuni.2021.08.003
**Supplement:** Document S1. Figures S1–S7

**Immunity, Volume 54**

**Supplemental information**

**BCL6 controls contact-dependent help delivery  
during follicular T-B cell interactions**

**Dan Liu, Jiacong Yan, Jiahui Sun, Bo Liu, Weiwei Ma, Ye Li, Xingxing Shao, and Hai Qi**

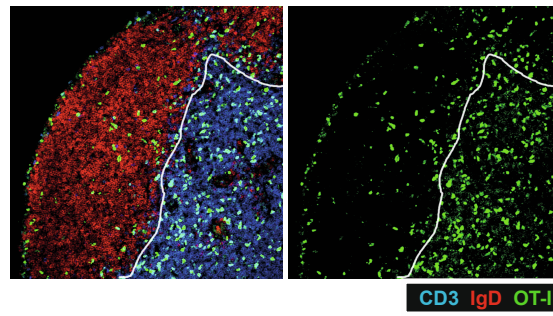

$$\text{Follicle Recruitment Index (FRI)} = \frac{\text{T-cell density in the follicle}}{\text{T-cell density in the T-zone}}$$

**Figure S1. Definition of follicle recruitment index (FRI), related to Figure 1.**

The follicle recruitment index (FRI) to quantify the efficiency of OT-II follicular localization. The experimental system and color code as in Figure 1B.

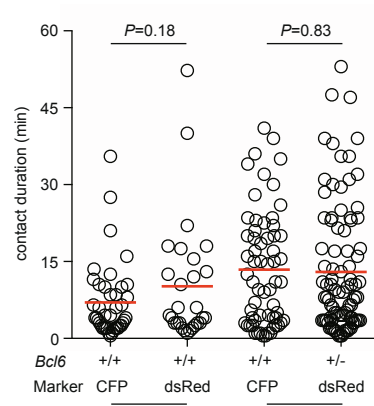

**Figure S2. Comparable duration of contacts between MD4 B cells and *Bcl6*<sup>+/+</sup> or *Bcl6*<sup>+/-</sup> OT-II T cells at the T-B border, related to Figure 2.**

B6 mice that received transfer of GFP-expressing MD4 B cells, control CFP-expressing *Bcl6*<sup>+/+</sup> and dsRed-expressing test *Bcl6*<sup>+/-</sup> or test *Bcl6*<sup>+/+</sup> OT-II T cells were immunized with HEL-OVA. Draining lymph nodes were intravitaly imaged 36-48 hours later, a time point at which T-B contacts were mainly seen at the T-B border. Contact durations were quantitated (see corresponding Movie S1 and S2). Each dot represents one contact. Data pooled from two independent imaging experiments, each of which involved at least 2 recipient mice.

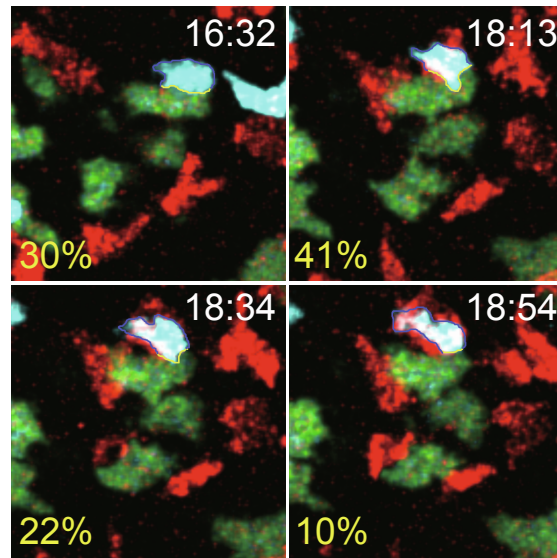

$$\text{SEI} = \max \left( \frac{\text{Length of contact}}{\text{T-cell perimeter}} \right)$$

**Figure S3. Definition of surface engagement index (SEI), related to Figure 2.**

In maximum-intensity projection, the proportion of T-cell perimeter (blue) that is engaged by an interacting B cell (line fragment in yellow) is traced overtime and the maximum proportion reached during a continuous contact incidence is defined as the surface engagement index.

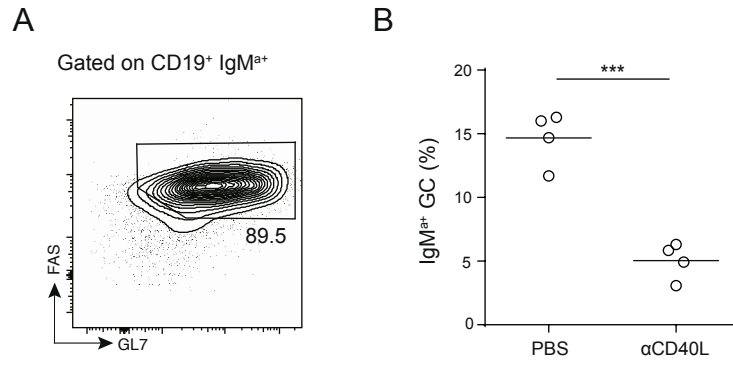

**Figure S4. Follicular phase of CD40L delivery is required for GC formation, related to Figure 4.**

B6 mice that received transfer of MD4 B cells and OT-II T cells were immunized with HEL-OVA and treated with αCD40L antibody (200 μg) or PBS 50-60 hours later. **A**, Representative FACS profile and frequency of FAS<sup>hi</sup> GL7<sup>hi</sup> GC B cells in IgM<sup>+</sup> CD19<sup>+</sup> B cells at 5 days post immunization. **B**, Frequencies of IgM<sup>+</sup> MD4 GC cells in total CD19<sup>+</sup> B cells. Each symbol represents one mouse, and lines denote means. One of three experiments with similar results is shown. \*\*\*  $P < 0.001$ .

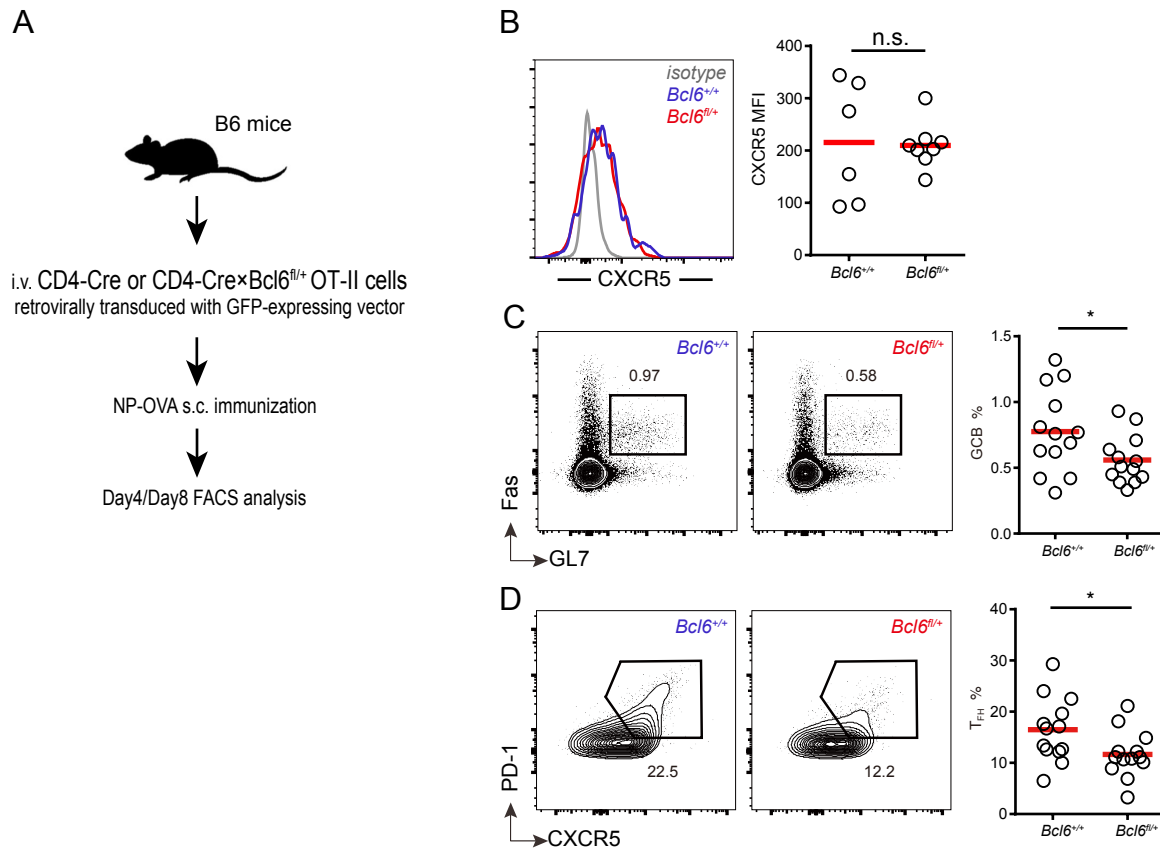

**Figure S5. Defective helper functions due to BCL6 haploinsufficiency as demonstrated with T-cell-specific conditional BCL6 deficiency, related to Figure 5.**

**A**, The experimental scheme. **B**, Representative histograms and MFIs of surface CXCR5 expression on OT-II T cells of indicated *Bcl6* genotypes in draining lymph nodes 4 days after NP-OVA immunization. **C,D**, Representative flow-cytometry profiles and frequencies of FAS<sup>hi</sup>GL7<sup>hi</sup> GC B cells in total B220<sup>+</sup> B cells (**C**) or CXCR5<sup>hi</sup>PD-1<sup>hi</sup> Tfh cells in OT-II T cells (**D**) 8 days after NP-OVA immunization in CD45.1 *Sap*<sup>-/-</sup> recipients. Each symbol represents one mouse, and lines denote the means. Data are pooled from 2 independent experiments. n.s., not significant. \* *P*<0.05.

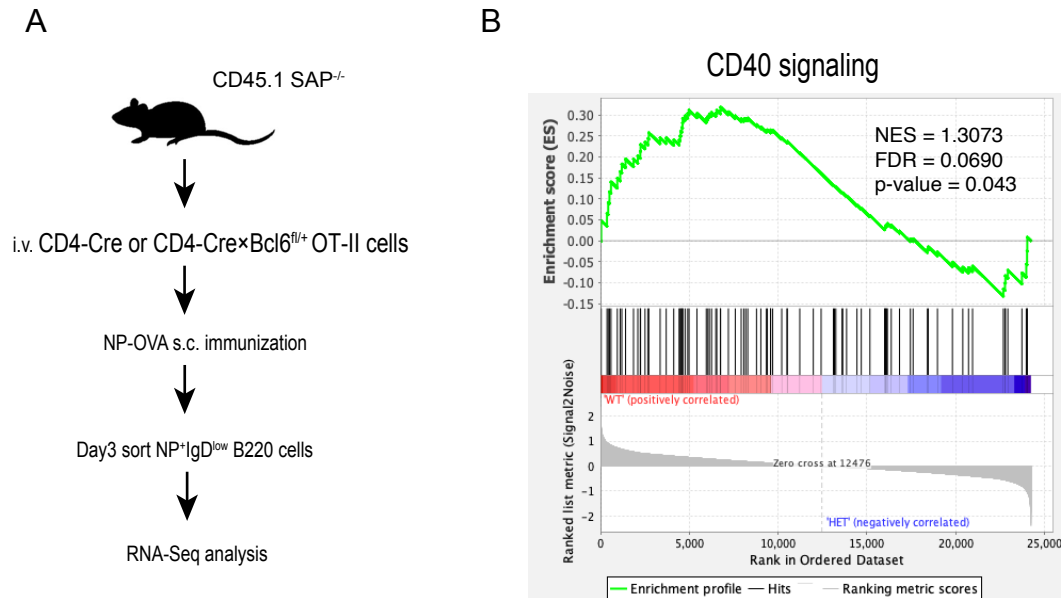

**Figure S6. Reduced CD40 signaling signature in antigen-activated B cells helped by BCL6-insufficient T cells, related to Figure 5.**

mRNA sequencing of pre-GC B cells helped by CD4-Cre×Bcl6<sup>fl/+</sup> or CD4-Cre OT-II T cells. **A**, The experimental scheme. **B**, Enrichment analysis comparing pre-GC antigen-specific B cells helped by CD4-Cre×Bcl6<sup>fl/+</sup> (“HET”) or by CD4-Cre (“WT”) OT-II T cells for a gene set upregulated by CD40L stimulation of Ramos cells previously reported (Basso et al., 2004). NES, normalized enrichment score; FDR, false discovery rate.

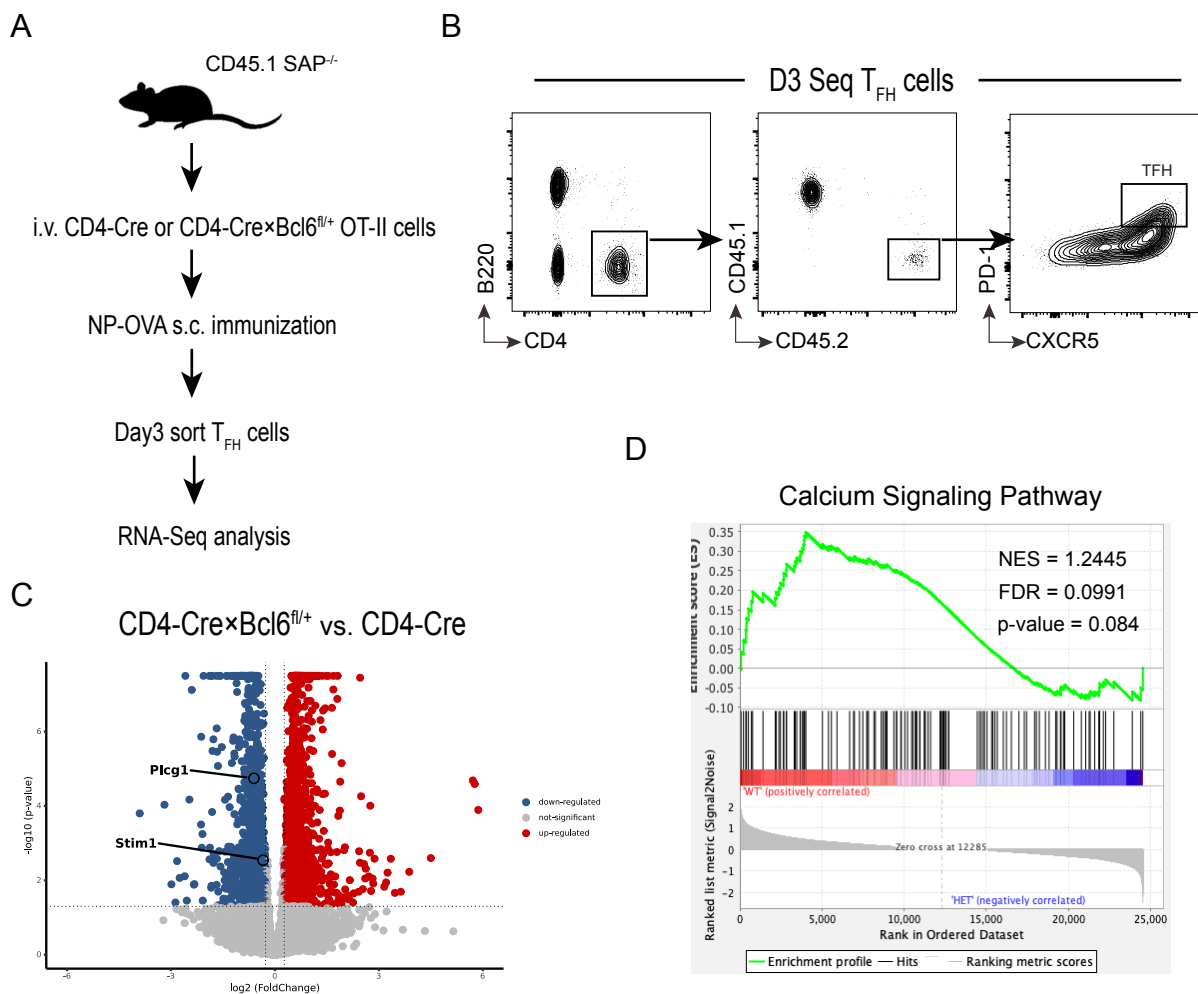

**Figure S7. Reduced calcium signaling signature in BCL6-insufficient Tfh cells, related to Figure 3.**

mRNA sequencing analysis of CD4-Cre×Bcl6<sup>fl/+</sup> or CD4-Cre OT-II Tfh cells 3 days post immunization. **A**, The experimental scheme. **B**, The gating strategy for sorting Tfh cells. **C**, A volcano plot highlighting genes differentially expressed ( $P < 0.05$ , fold change  $\geq 1.2$ ) between CD4-Cre×Bcl6<sup>fl/+</sup> and CD4-Cre Tfh cells. Genes upregulated in CD4-Cre×Bcl6<sup>fl/+</sup> Tfh cells are in red, and downregulated are shown in blue. Circles highlight *Stim1* and *Plcg1*. **D**, Enrichment analysis comparing CD4-Cre×Bcl6<sup>fl/+</sup> (“HET”) or CD4-Cre (“WT”) OT-II T cells for genes in the calcium signaling pathway as defined in the KEGG database. 

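At the threshold of the volcano plot, an unadjusted p under 0.05 and a fold change of at least 1.2, edgeR's quasi-likelihood test on the 6 mice gave 3754 genes, 1910 higher and 1844 lower with the BCL6-insufficient label. By a rule set before the data were examined, the 5 genes of smallest p in each direction whose mice do not overlap between the labels were taken. Higher with the BCL6-insufficient label were *Ybx3* (log2 fold change 1.50), *Rps12* (0.93), *Bcl6*, *mt-Nd4* (1.01) and *Rps24* (0.85). Lower were CT010467.2 (log2 fold change -1.58), Gm41396 (-1.74), *Ltb* (-1.36), *H2-Q2* (-1.84) and *H3c13* (-1.71). All 10 had adjusted p values of at most 6.3e-07 in edgeR's test with Benjamini-Hochberg adjustment. The size of some differed between the technical repeats. With repeat 1 only and repeat 2 only, the log2 fold change was -2.47 and -0.76 for *H3c13* and -2.09 and -1.11 for CT010467.2. It was 1.39 and 0.79 for *mt-Nd4*. Each of these kept an adjusted p under 0.05 in edgeR's test. The ribosomal protein genes, *H2-Q2* and *H3c13* belong to families of similar sequence, CT010467.2 is annotated as a pseudogene and Gm41396 as antisense, so their counts are uncertain. Of the 12719 genes tested, 34.4% had mice that did not overlap between the labels, where chance gives 10%.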

NES, normalized enrichment score; FDR, false discovery rate.

# Supplementary material for: BCL6 controls contact-dependent help delivery during follicular T-B cell interactions
**Source:** Immunity. 2021 Oct 12;54(10):2245–2255.e4. doi: 10.1016/j.immuni.2021.08.003
**Supplement:** Document S2. Article plus supplemental information

# BCL6 controls contact-dependent help delivery during follicular T-B cell interactions

## Highlights

- Both copies of *Bcl6* gene are required for efficient follicular T-B cell entanglement
- BCL6 is required for calcium signaling in Tfh cells and CD40L delivery to B cells
- Expression of Tfh markers responds to acute perturbation of T-B cell interactions
- Defective functions of BCL6-insufficient T cells are rescued by CD40L overexpression

## Authors

Dan Liu, Jiacong Yan, Jiahui Sun, ..., Ye Li, Xingxing Shao, Hai Qi

## In brief

BCL6 is required for Tfh cell development. Liu et al. show that BCL6 controls calcium signaling of Tfh cells, follicular T-B cell entanglement, and efficient T cell-to-B cell CD40L delivery and promotes Tfh cell maintenance partly in a T cell non-autonomous manner.

## Article

# BCL6 controls contact-dependent help delivery during follicular T-B cell interactions

Dan Liu,<sup>1,2,3,7,8</sup> Jiacong Yan,<sup>1,2,3,4,7,9</sup> Jiahui Sun,<sup>1,2,3,7</sup> Bo Liu,<sup>1,2,3</sup> Weiwei Ma,<sup>2,3</sup> Ye Li,<sup>2,3</sup> Xingxing Shao,<sup>1,2,3,4</sup> and Hai Qi<sup>1,2,3,4,5,6,10,\*</sup>

<sup>7</sup>These authors contributed equally

<https://doi.org/10.1016/j.immuni.2021.08.003>

## SUMMARY

BCL6 is required for development of follicular T helper (Tfh) cells to support germinal center (GC) formation. However, it is not clear what unique functions programmed by BCL6 can explain its absolute essentiality in T cells for GC formation. We found that ablation of one *Bcl6* allele did not appreciably alter early T cell activation and follicular localization but inhibited GC formation and Tfh cell maintenance. BCL6 impinged on Tfh calcium signaling and also controlled Tfh entanglement with and CD40L delivery to B cells. Amounts of BCL6 protein and nominal frequencies of Tfh cells markedly changed within hours after strengths of T-B cell interactions were altered *in vivo*, while CD40L overexpression rectified both defective GC formation and Tfh cell maintenance because of the BCL6 haploinsufficiency. Our results reveal BCL6 functions in Tfh cells that are essential for GC formation and suggest that BCL6 helps maintain Tfh cell phenotypes in a T cell non-autonomous manner.

## INTRODUCTION

The germinal center (GC) is the primary site in which high-affinity, long-lived plasma cells and memory B cells develop (Berek et al., 1991; Coico et al., 1983; Jacob et al., 1991; MacLennan, 1994). GC development requires activation of antigen-specific helper T cells and their provision of contact-dependent help signals such as the CD40 ligand (CD40L) to drive optimal clonal expansion, survival, and differentiation of antigen-specific B cells (Banchereau et al., 1994; Vitorica and Nussenzweig, 2012). While all helper T cells synthesize CD40L and can in principle promote B cell proliferation *in vitro* (Koguchi et al., 2012; Koguchi et al., 2007), follicular T helper (Tfh) cells, a subset of effector CD4<sup>+</sup> T cells localized in the follicle (Campbell et al., 2001; Schaerli et al., 2000), are specialized in promoting the GC development *in vivo* (Crotty, 2011; Qi, 2016; Vinuesa et al., 2016b).

Following antigen activation, the initial encounter between antigen-specific helper T cells and B cells takes place in the inter-follicular region and at the border between the T cell zone and the follicle (Garside et al., 1998; Kerfoot et al., 2011). Here, these cells form mobile but stable contacts that can last for tens of minutes to hours, invariably with migratory B cells leading the conjugate pair (Okada et al., 2005; Qi et al., 2008). As antigen-

specific B cells clonally expand on helper signals provided by T cells, they migrate back into the follicle in preparation for GC formation (Cyster, 2010). A fraction of activated helper T cells concomitantly migrate into the follicle, in a manner that is independent of the cognate B cell partner (Vinuesa and Cyster, 2011). Follicular localization of activated helper T cells depends on the chemokine receptor CXCR5 (Arnold et al., 2007; Haynes et al., 2007), which senses the follicle-derived directional cue CXCL13 (Förster et al., 1996; Gunn et al., 1998), and inducible costimulator molecule (ICOS), which promotes follicular T cell motility upon engagement by ICOS ligand (ICOSL) displayed on bystander B cells (Xu et al., 2013).

BCL6 is a transcription repressor that is required for the development and maintenance of Tfh cells and Tfh cell-supported GC formation (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). However, little is known about biological processes that are both controlled by BCL6 and absolutely essential for GC formation. Chromatin-binding and transcriptomic analyses have revealed many genes that are potentially subject to BCL6-mediated suppression (Hatzi et al., 2015; Liu et al., 2016b). These include signaling molecules and transcription factors that promote terminal effector T cell differentiation and chemotactic receptors that are incompatible with follicle-directed movement

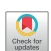

and localization. CD4<sup>+</sup> T cells genetically deficient in BCL6 cannot normally express CXCR5 and do not relocalize into the follicle. Although the transcription factor ASCL2 instead of BCL6 directly binds to and regulates *Cxcr5* gene expression (Hatzl et al., 2015; Liu et al., 2014; Liu et al., 2016b), BCL6 can suppress the expression of the transcription factor Id2 and thus release Id2-mediated suppression of E proteins, which can positively drive CXCR5 expression (Liu et al., 2014; Shaw et al., 2016). These results that indicate follicular localization is a key aspect for which BCL6 is required in order to promote Tfh cell development and function (Qi, 2016). However, whereas CXCR5 ablation or prevention of CCR7 downregulation in T cells causes a defect in follicular recruitment, GCs can still form inside the follicle with the help of CXCR5 null Tfh cells and suffer a relatively mild 2-fold reduction in magnitude (Arnold et al., 2007; Haynes et al., 2007). This is in sharp contrast to the outcome of T cell-specific *Bcl6* ablation, which completely abrogates GC formation (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). Therefore, beyond follicular recruitment, BCL6 must regulate additional aspects of T cell biology that are uniquely important for helping B cells (Qi et al., 2014). One unique aspect of T cell help for GC formation is its dependence on physical cell-cell contact, which takes on highly dynamic forms *in vivo* (Liu et al., 2015; Okada et al., 2005; Qi et al., 2008; Shulman et al., 2014). Such contacts require active signaling through the T cell antigen receptor (TCR), which is further enhanced by accessory molecules such as SAP and ICOS (Cannons et al., 2010; Chu et al., 2014; Liu et al., 2015; Qi et al., 2008). It has been found that, when deprived of B cell-mediated antigen presentation for several days, frequencies of Tfh cells would decrease, even though no unique instructional signals from B cells, other than antigen presentation, are required for maintaining these Tfh cells (Baumjohann et al., 2013; Deenick et al., 2010). The simplest explanation is that, in a cell-autonomous manner, BCL6 instructs a stable program of Tfh cell differentiation, albeit requiring periodic TCR stimulation to maintain, polarize, and/or manifest (Crotty, 2014; Vinuesa et al., 2016a).

In this study, we combined static and intravital imaging analyses to investigate how BCL6 regulates cell biology of Tfh cells and found that BCL6 impinges on calcium signaling of T cells, regulates dynamics of T-B cell interactions and efficiency of help delivery to B cells, and promotes Tfh cell maintenance partly in a T cell non-autonomous manner.

## RESULTS

### BCL6 is haploinsufficient for recruitment-independent helper functions

Antigen-activated BCL6-deficient T cells exhibit an intrinsic defect in follicular localization, as demonstrated in mixed bone-marrow chimera (Yu et al., 2009), presumably because of their failure to properly shift the chemo-sensing preference by upregulating CXCR5 and downregulating CCR7 (Johnston et al., 2009; Nurieva et al., 2009; Yu et al., 2009). Lack of follicular localization of BCL6-deficient T cells precludes analysis of potentially important functions for BCL6 in the follicular phase, which appears likely given the phenotypic discrepancy in GC formation between T cell-intrinsic BCL6 deficiency and CXCR5 deficiency. To circumvent this problem, we first tested T cells

isolated from heterozygous *Bcl6*<sup>+/-</sup> mice. As shown in Figure 1A, *Bcl6*<sup>+/-</sup> and *Bcl6*<sup>+/+</sup> OT-II T cells expressed grossly similar amounts of CXCR5 and were recruited into the follicle with comparable efficiencies 3–4 days after NP-OVA immunization (Figures 1B and 1C), as measured by the ratio between the follicular and the T zone densities of donor OT-II T cells (the follicle recruitment index, FRI; Figure S1). These data indicate that one intact allele of the *Bcl6* gene is sufficient for ensuring follicular recruitment of helper T cells. Importantly, however, *Bcl6*<sup>+/-</sup> OT-II T cells remained significantly less competent in promoting GC formation (Figure 1D) or maintaining the associated CXCR5<sup>+</sup> Tfh cell phenotype over a longer term, a defect that manifested 8 days after immunization (Figure 1E). Therefore, both alleles of the *Bcl6* gene must be expressed to normally orchestrate helper functions inside the follicle to maintain Tfh cell phenotype and support GC formation.

### BCL6 is not required for maintaining stable T-B cell interactions at the T zone-follicle border

Stable T-B cell interactions, in the form of long-lasting conjugate pairs at the T zone-follicle border (Okada et al., 2005; Qi et al., 2008) or entangled couples inside the follicle (Liu et al., 2015; Shulman et al., 2014), are required for GC formation and maintenance. To explore whether BCL6 would impinge on cognate T-B cell interactions *in vivo*, we first visualized *Bcl6*<sup>+/-</sup> and *Bcl6*<sup>+/+</sup> OT-II T cells interacting with MD4 B cells 36–48 h after HEL-OVA immunization by 2-photon intravital microscopy. As previously reported, this is a time point when activated T cells form long-lasting conjugate pairs with cognate B cells at the T zone-follicle border (Okada et al., 2005; Qi et al., 2008). We found that both *Bcl6*<sup>+/-</sup> and *Bcl6*<sup>+/+</sup> OT-II T cells formed comparably stable conjugates with MD4 B cells (Figure S2; Video S1 and S2). Therefore, in the early phase of the immune response at the T zone-follicle border, one intact *Bcl6* allele is sufficient for activated T cells to maintain long-lasting contacts with cognate B cells.

### BCL6 is required for T cells to maintain entangled contacts with cognate B cells

As the response progresses into the follicular stage, antigen-specific T-B cell interactions become shortened in duration but extensive in area of contact, frequently assuming the entangled configuration (Liu et al., 2015). To determine whether one intact *Bcl6* allele is still sufficient for maintaining entangled contacts with antigen-specific B cells inside the follicle, CFP-expressing control *Bcl6*<sup>+/+</sup> OT-II cells and dsRed-expressing *Bcl6*<sup>+/-</sup> or *Bcl6*<sup>+/+</sup> OT-II cells were co-transferred together with GFP-expressing MD4 B cells into B6 recipients that were subsequently immunized with HEL-OVA. We conducted intravital imaging 96 h post immunization, when large numbers of OT-II T cells and MD4 B cells could be seen in the follicle. As shown in Videos S3 and S4 and Figures 2A–2C, contacts between *Bcl6*<sup>+/-</sup> OT-II T cells and MD4 B cells were comparable in duration to those between *Bcl6*<sup>+/+</sup> OT-II T cells and the same cohort of MD4 B cells; however, the normalized surface area of contacts, or the extent of entanglement measured by the surface engagement index (SEI) as previously defined (Liu et al., 2015) (Figure S3), was significantly reduced for *Bcl6*<sup>+/-</sup> OT-II T cells, revealing an haploinsufficient role for BCL6 in maintaining efficient T-B cell entanglement.

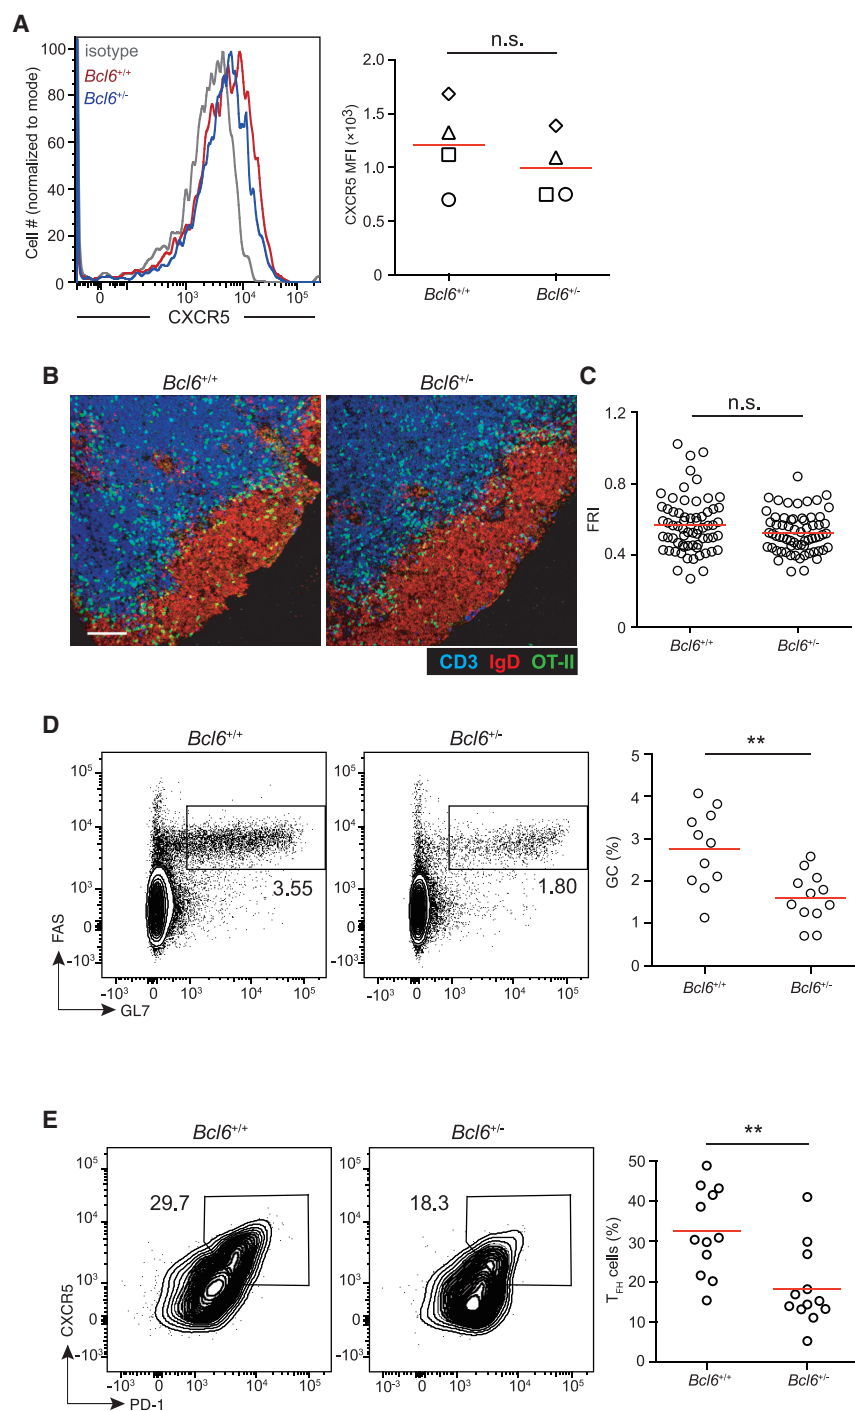

**Figure 1. Haploinsufficiency of BCL6 impairs the follicular response**

(A) Representative histograms and MFIs of surface CXCR5 expression on OT-II T cells of indicated genotypes in draining lymph nodes 4 days after NP-OVA immunization. Each symbol represents one experiment in which cells from 2–3 mice of each group were pooled. n.s., not significant. (B and C) Representative distribution patterns (B) and FRIs (C) of GFP-transduced *Bcl6*<sup>+/+</sup> and *Bcl6*<sup>+/-</sup> OT-II T cells in draining lymph nodes as in (A). Each symbol represents one follicle and its adjacent T cell zone, and lines denote means. One of 2 experiments with similar results is shown, and each group had 3 mice per experiment. n.s., not significant. Scale bar, 100  $\mu$ m. (D and E) Representative flow-cytometry profiles and frequencies of FAS<sup>hi</sup> GL7<sup>hi</sup> GC B cells in total CD19<sup>+</sup> B cells (D) or flow-cytometry profiles and frequencies of CXCR5<sup>hi</sup> PD1<sup>hi</sup> Tfh cells in OT-II T cells (E) 8 days after NP-OVA immunization in *Sap*<sup>-/-</sup> mice that received OT-II T cells of indicated genotypes. Each symbol represents one mouse, and lines denote the means. Data are pooled from 3 independent experiments, with at least three mice per group per experiment. \*\*p < 0.01.

See also [Figure S1](#).

signaling than those between *Bcl6*<sup>+/-</sup> T cells and MD4 B cells. The fractional change in the normalized FRET signal intensity,  $\Delta R_t/R_0$ , reflects the change in intracellular (Cheli et al., 2016) at time *t* as compared with the no-contact reference state 0 of the same T cell prior to a contact. The mean  $\Delta R_t/R_0$  measures the average calcium signaling intensity of a T cell in contact with a B cell. Quantitatively, *Bcl6*<sup>+/-</sup> OT-II T cells exhibited significantly lower mean  $\Delta R_t/R_0$  values than control T cells ([Figure 3B](#); mean  $\pm$  SEM of mean  $\Delta R_t/R_0$  values for 65 *Bcl6*<sup>+/+</sup> versus 64 *Bcl6*<sup>+/-</sup> contacts: 29%  $\pm$  6% versus 8%  $\pm$  4%, p < 0.01). To gauge the overall productivity of contact events involving the two T cell types, we used the time-integrated calcium-response index (TICRI) as previously described (Liu et al., 2015), which is calculated by multiplying mean  $\Delta R_t/R_0$  of each contact with its duration. As

shown in [Figure 3C](#), TICRIs of *Bcl6*<sup>+/-</sup> cells were lower by  $\sim$ 3-fold (*Bcl6*<sup>+/+</sup>: 134  $\pm$  34; *Bcl6*<sup>+/-</sup>: 28  $\pm$  13; p < 0.01). Combined together, these data reveal a haploinsufficient role for BCL6 in promoting optimal calcium signaling and T-B cell entanglement inside the follicle.

### The absence of BCL6 impairs CD40L externalization

During T-B cell entanglement in the follicle or GCs, calcium-signaling-mediated CD40L externalization is a prerequisite for

T-B cell entanglement is associated with heightened calcium signaling in T cells (Liu et al., 2015). We thus conducted calcium imaging of *Bcl6*<sup>+/+</sup> or *Bcl6*<sup>+/-</sup> OT-II T cells interacting with MD4 B cells in the follicle after HEL-OVA immunization, using a fluorescence resonance energy transfer (FRET)-based calcium reporter YC-Nano-50<sup>CD</sup> (Horikawa et al., 2010), as previously used in Liu et al. (2015). As exemplified in [Figure 3A](#) and [Videos S5](#) and [S6](#), contacts between *Bcl6*<sup>+/+</sup> OT-II T cells and MD4 B cells were more frequently associated with pronounced calcium

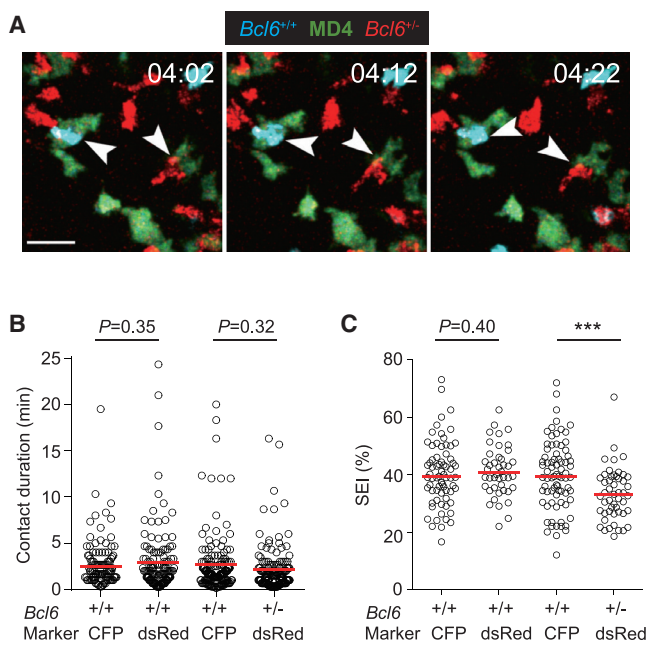

**Figure 2. BCL6 is required for efficient T-B cell entanglement inside the follicle**

(A–C) GFP-expressing MD4 B cells, control CFP-expressing *Bcl6*<sup>+/+</sup> and dsRed-expressing test *Bcl6*<sup>+/-</sup>, or test *Bcl6*<sup>+/+</sup> OT-II T cells were visualized 4 days after immunization. (A) *Bcl6*<sup>+/+</sup> and *Bcl6*<sup>+/-</sup> OT-II T cells interacting with MD4 B cells, with contacts highlighted by arrowheads. Scale bar, 20  $\mu$ m. See corresponding Video S4. Duration (B) and SEI (C) of contacts of indicated types. See corresponding Videos S3 and S4. Each symbol is one contact, and lines denote the means. Data are pooled from three independent experiments. \*\*\**p* < 0.001.

See also Figure S3.

contact-dependent CD40L delivery from Tfh cells to cognate B cells (Liu et al., 2015). Blockade of CD40L signaling to antigen-activated B cells already in the follicular phase (e.g., as late as 50–60 h in the model of MD4 and OT-II co-transfer) markedly impaired GC formation (Figure S4). While surface CD40L expression was comparable between *Bcl6*<sup>+/+</sup> and *Bcl6*<sup>+/-</sup> Tfh cells *in vivo*, the total amount of CD40L protein detected by intracellular staining was lower in *Bcl6*<sup>+/-</sup> cells, consistent with impaired calcium signaling in T cells when BCL6 expression is compromised (Figures 4A and 4B). Importantly, when T cells were stimulated via anti-CD3 to mobilize CD40L from the intracellular store onto the plasma membrane over a brief period of 15 min, a calcium-signaling-dependent process, *Bcl6*<sup>+/-</sup> Tfh cells mobilized significantly less amounts of CD40L (Figures 4C and 4D). These data suggest that, despite being able to express CD40L, BCL6-insufficient T cells could not efficiently deliver CD40L during those brief contacts with cognate B cells, most likely as a result of reduced calcium-signaling efficiency.

### BCL6 insufficiency impairs CD40L delivery to B cells in a polyclonal response

Our results have so far revealed two major defects of BCL6-insufficient T cells inside the follicle that can be explained by an impairment of TCR-triggered calcium flux: reduced T-B cell physical contact and reduced CD40L externalization. These

helper defects can readily explain impairment of B cell expansion and GC formation. On the other hand, it is difficult to explain why *Bcl6*<sup>+/-</sup> T cells exhibited grossly normal Tfh cell development at the beginning but could not maintain their Tfh cell phenotype over time. In particular, the effect of missing one copy of *Bcl6* gene in T cells appeared to have a more immediate and pronounced repercussion on B cells being helped rather than on the helper cells per se.

Our use of OT-II and MD4 receptor-transgenic cells, while necessary for intravital imaging experiments to examine cell-cell interaction dynamics, might reveal functional defects that do not normally manifest. Moreover, germline *Bcl6* ablation might have unintended consequences. To ameliorate these concerns, we bred *Cd4-cre* and *Bcl6*<sup>fl/fl</sup> mice to create T cell-specific BCL6-deficient animals. In replicating our observations with the heterozygous germline *Bcl6*<sup>+/-</sup> (Figure 1), we found that *Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup> OT-II T cells were able to express similar amounts of CXCR5 following 4 days of activation *in vivo* but were significantly less competent in promoting GC formation or maintaining the CXCR5<sup>+</sup> phenotype by day 8 (Figure S5). Next, we transferred splenocytes from *Cd4-cre*, *Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup>, or *Cd4-cre*  $\times$  *Bcl6*<sup>fl/fl</sup> mice into sub-lethally irradiated CD45.1 SAP-deficient mice and immunized these recipients with NP-KLH (Figure 5A). In this system, normal polyclonal B cells would respond to NP-KLH with cognate T cell help provided by exogenous wild-type (*Cd4-cre*), BCL6-insufficient (*Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup>), or BCL6-deficient (*Cd4-cre*  $\times$  *Bcl6*<sup>fl/fl</sup>) T cells from a polyclonal repertoire. The endogenous T cells cannot support GC formation because of the SAP deficiency (Qi et al., 2008). By day 13, when the NP-KLH-induced GC response typically peaked in wild-type mice, the group with BCL6-deficient T cells had far fewer T cells exhibiting the Tfh phenotype and almost no detectable GCs, as expected; with BCL6-insufficient T cells as helper T cells, the magnitude of the GC response was halved, while the frequency of T cells exhibiting the Tfh phenotype was barely reduced (Figures 5B and 5C). These data indicate that, in a polyclonal response to immunization, both copies of the *Bcl6* gene are required for normal helper T cell activities to support GC formation, which is, again, more sensitive to the BCL6 insufficiency in T cells than is T cell development into Tfh cells per se (appearance of CXCR5<sup>+</sup>PD-1<sup>+</sup> T cells).

Next, to look for signs that BCL6-insufficient T cells may not efficiently deliver CD40L to B cells in a polyclonal response *in vivo*, we transferred wild-type (*Cd4-cre*) or BCL6-insufficient (*Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup>) OT-II T cells into SAP-deficient mice and immunized these mice with NP-OVA (Figure S6A). By day 3 post immunization, we sort-purified NP-binding B cells that were developing into GCs (Figure S6B) and conducted RNA sequencing (RNA-seq) analyses of their transcriptome. Using a gene expression signature induced by CD40 signaling in B cells (Basso et al., 2004) for enrichment analysis, we found such CD40-induced gene set expression was significantly deprived in those NP-binding B cells helped by *Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup> T cells (Figure S6C). These data suggest BCL6 insufficiency in T cells leads to impaired CD40L signaling to B cells.

### BCL6 and other Tfh cell markers depend on acute T-B cell interactions

It has been reported that, when Tfh cells are deprived of reciprocal B cell stimulation for several days, Tfh cell maintenance

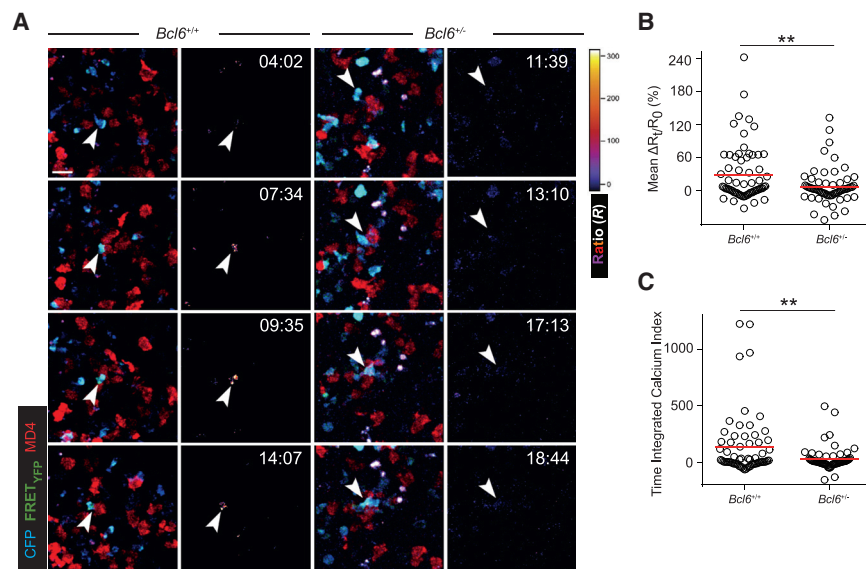

**Figure 3. BCL6 is required for optimal calcium signaling during T-B cell entanglement *in vivo***

(A–C) dsRed-expressing MD4 B cells and YC-Nano-50<sup>CD</sup>-transduced *Bcl6*<sup>+/+</sup> or *Bcl6*<sup>+/-</sup> OT-II T cells were visualized in B6 recipients 4 days after immunization. (A) Image sequences showing a *Bcl6*<sup>+/+</sup> and a *Bcl6*<sup>+/-</sup> OT-II T cell interacting with MD4 B cells. CFP fluorescence from the YC-Nano-50<sup>CD</sup> reporter identifies T cells in the fluorescence overlays (columns 1 and 3), and ratio-metric FRET signals are presented in the heatmap images (columns 2 and 4). Scale bar, 20  $\mu$ m. See corresponding Videos S5 and S6. (B and C) Mean  $\Delta R/R_0$  (B) and time-integrated calcium index (C) of individual contacts between *Bcl6*<sup>+/+</sup> ( $n = 65$ ) or *Bcl6*<sup>+/-</sup> ( $n = 64$ ) OT-II T cells and MD4 B cells. Lines denote the means. Data are pooled from four experiments. \*\* $p < 0.01$ .

is severely impaired (Baumjohann et al., 2013; Deenick et al., 2010). Based on a model of BCL6-instructed Tfh cell differentiation and maintenance (Crotty, 2014; Vinuesa et al., 2016a), one interpretation is that BCL6 may initiate an epigenetic Tfh cell program (Hatzl et al., 2015; Kroenke et al., 2012; Li et al., 2018; Liu

et al., 2016a; Liu et al., 2012; Lu et al., 2011) that is inheritable but requires intermittent antigen stimulation to enforce over a long period of time. Alternatively, because markers of Tfh cells (namely CXCR5, PD-1, and BCL6) can be rapidly upregulated upon antigen stimulation *in vivo*, at least for naive T cells (Chen

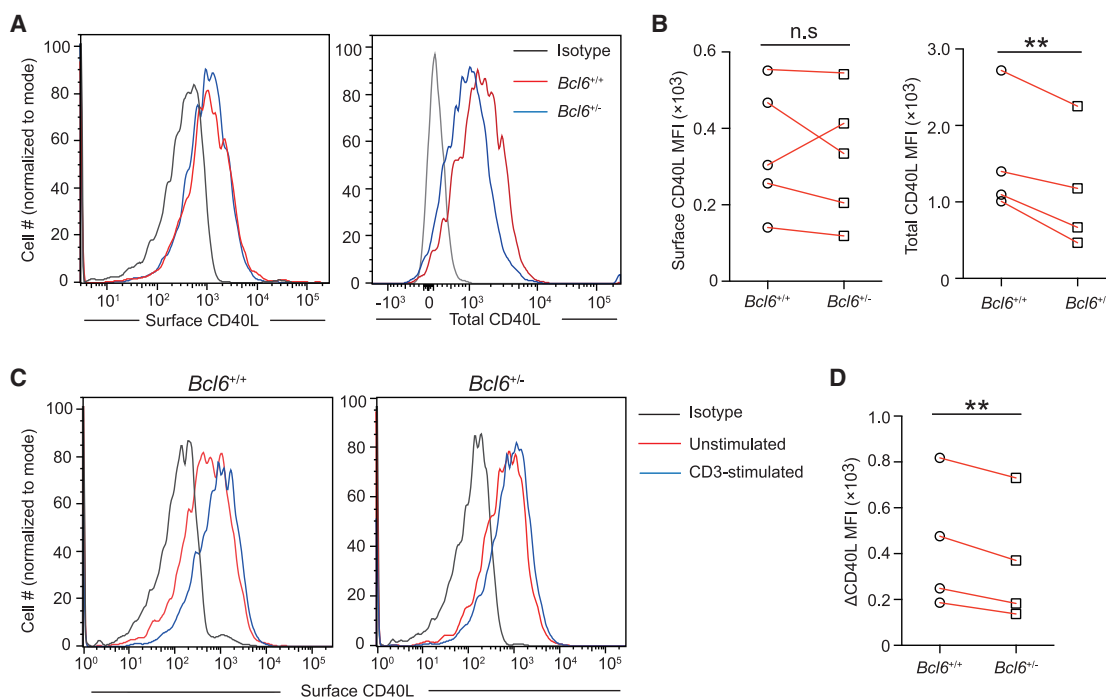

**Figure 4. BCL6 is required for efficient CD40L delivery**

OT-II T cells of indicated genotypes, 7–8 days after being activated *in vivo* in adoptive B6 hosts immunized with NP-OVA, were subjected to the CD40L mobilization assay as described in the STAR Methods.

(A) Representative histograms of cell surface CD40L (left) or total CD40L measured by intracellular staining (right) of *Bcl6*<sup>+/+</sup> and *Bcl6*<sup>+/-</sup> OT-II T cells.

(B) MFIs of CD40L staining for conditions in (A); each line represents one independent experiment for each comparison setup.

(C and D) CD40L mobilization by anti-CD3 in *Bcl6*<sup>+/+</sup> and *Bcl6*<sup>+/-</sup> OT-II T cells; representative histogram overlays (C) and changes in surface CD40L MFI ( $\Delta$ MFI) following indicated stimulation (D). Each line represents one independent experiment. n.s. not significant, \*\* $p < 0.01$ .

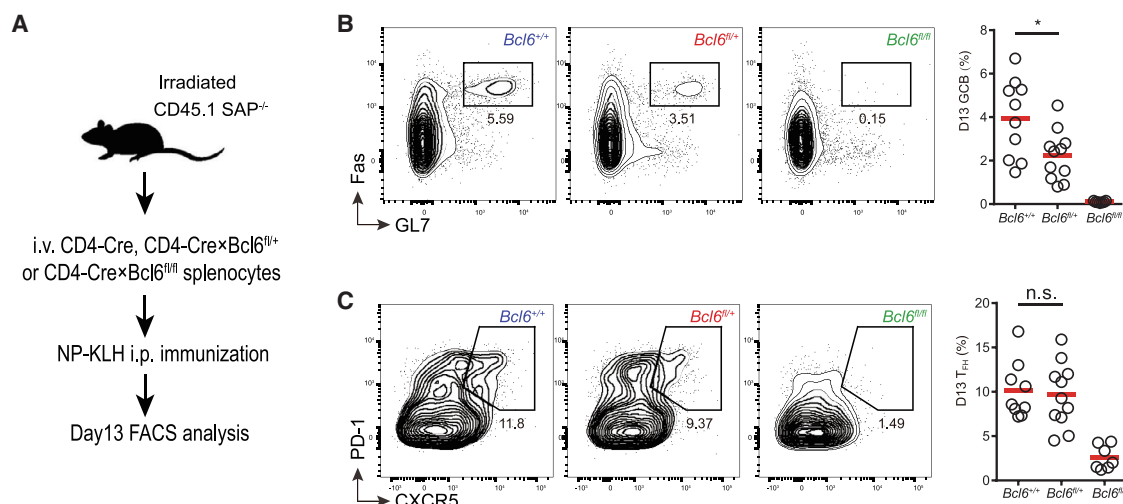

**Figure 5. Haploinsufficiency of BCL6 impairs a polyclonal response**

(A) The experimental scheme.

(B and C) Representative flow-cytometry profiles and frequencies of FAS<sup>hi</sup> GL7<sup>hi</sup> GC B cells in total B220<sup>+</sup> B cells (B) or CXCR5<sup>hi</sup>PD-1<sup>hi</sup> Tfh cells in CD44<sup>hi</sup> CD4 T cells of the donor origin (C) 13 days after NP-KLH immunization in CD45.1 *Sap*<sup>-/-</sup> recipients. All donors are on the CD4-Cre background, and genotypes of the *Bcl6* allele are indicated. Each symbol represents one mouse, and lines denote the means. Data are pooled from 2 independent experiments. n.s., not significant. \**p* < 0.05.

et al., 2015; Kerfoot et al., 2011), it is also plausible that, even in the follicular phase of the response, reduced T-B cell interactions have a rapid repercussion on expression of markers of Tfh cells within a short time frame. Either of these two models could explain the inability of *Bcl6*<sup>+/-</sup> T cells to maintain Tfh cell phenotype in the follicular phase. A key distinction, however, is the timescale by which manipulation of follicular T-B cell interactions can affect the Tfh cell phenotype.

To test whether BCL6 and other markers of Tfh cells can be rapidly up- or downregulated upon acute manipulation of follicular T-B cell interactions, we took two approaches. First, we injected  $\alpha$ DEC205 antibody linked to the ovalbumin-derived peptide epitope OVA<sub>323-339</sub> ( $\alpha$ DEC-OVA) 100 h post HEL-OVA immunization of B6 mice that received OT-II T cells and MD4 B cells. Because as antigen-activated B cells upregulate DEC-205 as they develop into GC B cells, the  $\alpha$ DEC-OVA treatment preferentially delivers OVA epitope to those B cells (Victoria et al., 2010). Merely 15 h after  $\alpha$ DEC-OVA injection, OT-II T cells in the spleen markedly upregulated CXCR5, PD-1, and BCL6 (Figure 6A), leading to doubling of the frequency of CXCR5<sup>hi</sup>PD-1<sup>hi</sup> cells (Figure 6B) without changing the overall OT-II abundance. BCL6 expression in cells already gated as CXCR5<sup>hi</sup>PD-1<sup>hi</sup> were also markedly increased by  $\sim$ 3-fold after  $\alpha$ DEC-OVA injection (Figure 6C). Second, we injected  $\alpha$ CD40L antibody to block CD40-CD40L interactions between follicular OT-II and MD4 B cells. Within the same 15 h period, amounts of BCL6, CXCR5, and PD-1 decreased on OT-II T cells (Figure 6A), with their nominal Tfh cell frequency being reduced by approximately one-third (Figure 6B). Those CXCR5<sup>hi</sup>PD-1<sup>hi</sup> cells also showed a significant decrease in BCL6 expression (Figure 6C). These results suggest any BCL6-instructed, inheritable program that specifies and maintains the CXCR5<sup>hi</sup>PD-1<sup>hi</sup>BCL6<sup>+</sup> Tfh cell phenotype would not be stable for longer than 15 h without exogenous input (e.g.,

B cell-mediated antigen presentation). Given how brief this 15 h period, it is plausible that BCL6 also helps maintain the CXCR5<sup>hi</sup>PD-1<sup>hi</sup> phenotype in a T cell non-autonomous manner by simply promoting cognate T-B cell interactions (Figures 3 and 4).

### Defects in GC formation and Tfh cell maintenance associated with BCL6-compromised T cells can be rescued

If there is a T cell non-autonomous mechanism of BCL6-dependent Tfh cell maintenance as deduced above, one would predict that if CD40L is made more abundantly available in BCL6-insufficient T cells to compensate for the impaired delivery of CD40L, both the failure of normal GC formation and Tfh cell maintenance would be rescued. On the other hand, if BCL6 only instructs and maintains a Tfh cell fate in a strictly T cell autonomous manner, CD40L overexpression should not rescue the Tfh cell defect of BCL6-insufficient cells, even if it might rescue defective GC formation. To test this, we overexpressed CD40L in *Bcl6*<sup>+/-</sup> and *Bcl6*<sup>+/+</sup> OT-II T cells by retroviral transduction, transferred these cells together with MD4 B cells into SAP-deficient mice, and examined MD4 GC formation and OT-II Tfh cell development. As shown in Figure 7A, while control-transduced *Bcl6*<sup>+/-</sup> OT-II T cells were not able to support normal GC formation, *Bcl6*<sup>+/-</sup> OT-II T cells overexpressing CD40L now supported a similar magnitude of GC formation as compared with the *Bcl6*<sup>+/+</sup> counterpart. Importantly, the reduced CXCR5<sup>hi</sup>PD-1<sup>hi</sup> Tfh cell frequency of *Bcl6*<sup>+/-</sup> cells was rectified to a comparable magnitude of control-transduced *Bcl6*<sup>+/+</sup> cells (Figure 7B). Taken together, these data suggest that, in the follicular phase, the key biological process that BCL6 controls is contact-dependent help delivery to B cells, which is not only essential for GC formation but also for Tfh cell maintenance in a T cell non-autonomous manner.

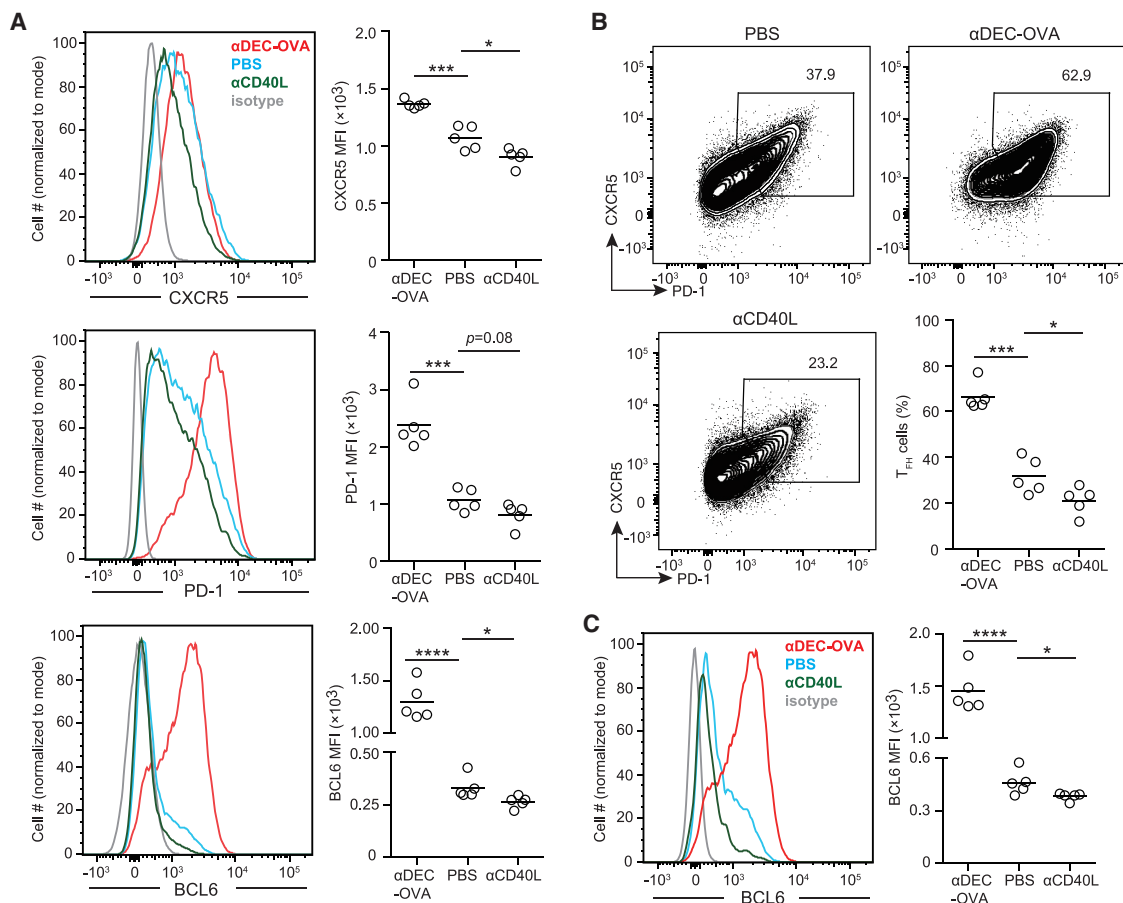

**Figure 6. Maintenance of BCL6 and other Tfh cell markers requires constant T-B cell interactions**

(A–C) CXCR5, PD-1, and BCL6 expression after acute antigen stimulation and T-B cell cooperation blockade *in vivo*. (A) Histograms and MFI statistics of indicated markers on transferred OT-II T cells 15 h after PBS,  $\alpha$ DEC-OVA, or  $\alpha$ CD40L injection. (B) Frequencies of OT-II Tfh cells gated as CXCR5<sup>hi</sup> PD1<sup>hi</sup> cells. (C) BCL6 expression by CXCR5<sup>hi</sup> PD1<sup>hi</sup> OT-II Tfh cells as gated in (B). Each symbol in scatterplots denotes one mouse. One of four experiments with similar results is shown. \* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

### BCL6 is required for normal expression of calcium-signaling-related genes

Finally, in trying to understand how BCL6 may regulate calcium signaling in Tfh cells, which is important for T-B cell entanglement and for CD40L delivery, we noted that regulatory regions of human *STIM1* gene are bound by BCL6 in human Tfh cells (Hatz et al., 2015). We conducted mRNA sequencing of BCL6-sufficient (*Cd4-cre*) and BCL6-insufficient (*Cd4-cre*  $\times$  *Bcl6*<sup>fl/+</sup>) OT-II T cells sort-purified 3 days after activation *in vivo* by NP-OVA immunization. As shown in Figure S7, when one copy of the *Bcl6* gene was missing, CXCR5<sup>+</sup>PD-1<sup>+</sup> Tfh cells differentially expressed many genes; among those downregulated were *Stim1* and *Plcg1* (which code for STIM1 and PLC $\gamma$ 1, respectively) that both impinge on calcium signaling downstream of TCR activation. Moreover, KEGG pathway analyses revealed that the calcium-signaling-related pathway was generally upregulated in wild-type as compared with BCL6-insufficient Tfh cells (Figure S7). Together, these data support the notion that BCL6 controls follicular T-B cell interactions by regulating multiple target genes involved in antigen-triggered calcium signaling in T cells.

### DISCUSSION

Our study reveals a previously unappreciated role for BCL6 in enhancing antigen-triggered calcium signaling in Tfh cells and promoting their entangled interactions with and CD40L delivery to cognate B cells, all specifically in the follicular phase of a primary response. Combined with its obligate role in regulating CXCR5 expression and associated follicular recruitment (Liu et al., 2014; Shaw et al., 2016), our findings provide a more complete picture for biological processes that BCL6 actually controls in T cells to render its essentiality for GC formation. At least in the model of protein immunization used here, early CXCR5 upregulation and Tfh cell development proceeded normally as far as one copy of *Bcl6* allele is intact, whereas follicular functions of BCL6 in T cells required both alleles intact. Given the fact that BCL6 is very abundantly expressed in normal Tfh cells, we speculate those target genes involved in BCL6-dependent calcium signaling might utilize low-affinity binding sites such that only a high concentration of nuclear BCL6, achievable with expression from both alleles, can ensure productive engagement and regulation.

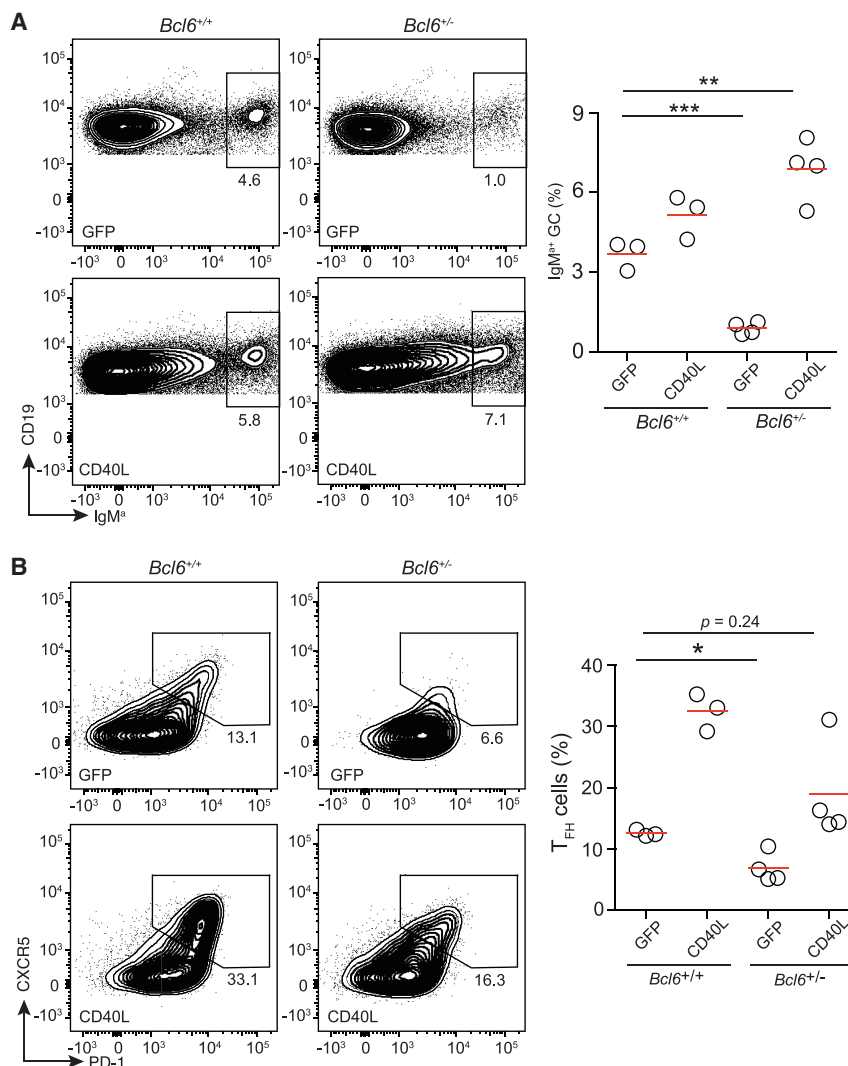

**Figure 7. Rescue of BCL6-insufficient Tfh cells secondary to GC rectification**

(A) Representative flow-cytometry profiles (left) and frequencies of IgM<sup>+</sup> MD4 GC B cells in total CD19<sup>+</sup> B cells (right) 5 days after HEL-OVA immunization of *Sap*<sup>-/-</sup> mice that received transfer of MD4 B cells and *Bcl6*<sup>+/+</sup> or *Bcl6*<sup>+/-</sup> OT-II T cells transduced with a control GFP or CD40L-expressing vector. Each symbol in the scatterplot (right) represents one mouse, and lines denote the means. One of three independent experiments with similar results is shown. \*\**p* < 0.01, \*\*\**p* < 0.001.

(B) Representative flow-cytometry profiles (left) and frequencies of CXCR5<sup>hi</sup> PD1<sup>hi</sup> Tfh cells in OT-II T cells as in (A). Each symbol shape represents one mouse, and lines denote the means. One of three independent experiments with similar results is shown. \**p* < 0.05.

Although the capacity to produce CD40L is not unique to the Tfh cell subset, by definition only Tfh cells are tasked to deliver CD40L to B cells inside the follicle. CD40L delivery requires cell-cell contacts of sufficient stability, strength, and quality. The follicular microenvironment is highly dynamic, with all cells being in constant and fast migration, increasing the threshold for any T-B cell contacts to be functionally productive. This is probably the main reason why two copies of the *Bcl6* gene are not required for stable T-B cell interactions at the T zone-follicle border but become essential for those entangled contacts inside the follicle.

Expression of BCL6, CXCR5, and PD-1—markers universally used to identify Tfh cells and to assess the underlying developmental program—could markedly change within 15 h, depending on the status of follicular T-B cell interactions *in vivo*. In additional work,  $\alpha$ DEC-OVA was found to drive such changes within 7 h (unpublished data). Our results set the upper time limit by which manifestation of a Tfh cell program can be maintained in the follicular phase of a primary response following protein immunization. These results are also consistent with the fact that none of Tfh cell-associated genes are known to be epigenetically

rendered open or shut across multiple mitoses in single Tfh cells by a BCL6-mediated mechanism, even though transcription of Tfh cell-associated genes may depend on BCL6, directly or indirectly.

It can be argued that because only three main markers of Tfh cells are examined in the current study, other Tfh cell-associated molecules or pathways, such as those underlying BCL6 follicular functions reported here, might be programmed in a more long-lasting mode. This possibility warrants further investigation. However, our results do caution interpreting changes in CXCR5, PD-1, and BCL6 markers, either in terms of expression intensities or frequencies of marker-positive cells (universally used to report

Tfh cell frequencies in the literature), as demonstration of differentiation, trans-differentiation, or plasticity events being induced by any experimental perturbation—particularly when the perturbation is applied days or even weeks before reading the outcome. Such perturbation could be simply changing the strength of TCR stimulation and T-B cell interactions hours before the assay readout. At the same time, we should also note the fact that T cell CXCR5 expression, besides its extreme flexibility that is conditional upon T-B cell interactions in the follicle, might be subjected to long-lasting epigenetic regulation, as implied by the previous observation that some CXCR5<sup>+</sup> T cells do not completely lose CXCR5 expression a month after being transferred into antigen-free hosts (Lüthje et al., 2012).

While how BCL6 precisely controls STIM1 and PLC $\gamma$ 1 expression and promotes calcium signaling in Tfh cells remains to be further investigated, it is notable that BCL6 expression in T cells partly depends on the nuclear factor of activated T cell (NFAT) transcription factor (Martinez et al., 2016; Vaeth et al., 2016), which is activated by calcium signaling (Gwack et al., 2007). This pathway potentially explains how the amount of BCL6 protein in normal Tfh cells can rapidly increase in response

to acute antigen stimulation *in vivo*. A positive feedback might operate inside Tfh cells between BCL6-promoted calcium signaling downstream of TCR stimulation and NFAT-facilitated BCL6 expression. When BCL6 becomes insufficient, even though the calcium signaling is not totally abolished, a reduced efficiency in T-B cell interactions would compromise help delivery, hamper Tfh cell maintenance, and reduce GC formation. In this scenario, development and maintenance of full Tfh cell features require intrinsic BCL6 expression but invoke both cell-autonomous and non-autonomous modes of action.

The role of BCL6 in regulating calcium signaling and T-B cell interactions is reminiscent of ICOS, which co-stimulates TCR-mediated calcium signaling and thereby promotes T-B cell interactions (Liu et al., 2015). It is also reminiscent of SAP, which protects proximal TCR signaling (Chu et al., 2014; Kageyama et al., 2012; Qi, 2012) and thereby promotes T-B cell interactions (Qi et al., 2008). It is probably not a coincidence that these three T cell-expressed factors essential for GC formation all impinge on antigen-triggered signaling, all regulate physical T-B cell interactions, and none demonstrably instruct a unique signaling pathway dedicated for Tfh cell development or maintenance, with the potential exception for ICOS-TBK1-associated signaling (Pedros et al., 2016), perhaps because sufficient CD40L delivery through physical T-B cell contacts is likely the only help factor that is absolutely essential and irreplaceable for GC formation in a T-dependent B cell response (Wan et al., 2019).

### Limitations of study

Our multiple attempts to rescue the helper activity of BCL6-insufficient T cells with STIM1 overexpression did not yield consistent results, potentially because of strict requirement for appropriate stoichiometry of STIM and ORAI proteins, which is difficult to achieve using retroviral overexpression. The current study has not established a causal link between reduced STIM1 and/or PLC- $\gamma$ 1 expression and defective T-B cell interactions when T cells are BCL6 insufficient.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Animal experimental models
- **METHOD DETAILS**
  - Cell isolation, culture and retroviral transduction
  - Adoptive transfer, immunization, and perturbation of T-B cell interactions
  - Flow cytometry
  - Immunohistochemistry
  - CD40L mobilization of T cells *ex vivo*
  - Intravital imaging
  - RNA-seq and Gene Set Enrichment Analysis (GSEA)
  - Statistical analysis

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.immuni.2021.08.003>.

### ACKNOWLEDGMENTS

The authors thank Drs. L. Staudt and P. Schwartzberg for providing the germline *Bcl6*<sup>-/-</sup> and *Sap*<sup>-/-</sup> mice, respectively; Dr. T. Takemori for providing *Bcl6*<sup>fl/fl</sup> mice; and Dr. M. Nussenzweig for providing the  $\alpha$ DEC-OVA reagent. This work was supported in part by the National Key R&D Program of China (Ministry of Science and Technology, 2018YFE0200300), the Natural Science Foundation of China (8162002 and 81761128019), and the Beijing Municipal Science and Technology Commission. H.Q. is an HHMI International Research Scholar, and this work was also funded in part by the Bill & Melinda Gates Foundation and the Howard Hughes Medical Institute. The findings and conclusions within are those of the authors and do not necessarily reflect positions or policies of the Bill & Melinda Gates Foundation or the Howard Hughes Medical Institute.

### AUTHOR CONTRIBUTIONS

H.Q. conceptualized and supervised the study. D.L., J.Y., and J.S. conducted a majority of experiments. B.L. and X.S. conducted imaging and animal experiments, Y.L. and J.S. conducted RNA-seq analysis. H.Q. wrote the paper together with D.L. and B.L. All authors contributed to data interpretation.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: April 12, 2020

Revised: June 15, 2021

Accepted: August 4, 2021

Published: August 30, 2021

### REFERENCES

- Arnold, C.N., Campbell, D.J., Lipp, M., and Butcher, E.C. (2007). The germinal center response is impaired in the absence of T cell-expressed CXCR5. *Eur. J. Immunol.* 37, 100–109.
- Banchereau, J., Bazan, F., Blanchard, D., Brière, F., Galizzi, J.P., van Kooten, C., Liu, Y.J., Rousset, F., and Saeland, S. (1994). The CD40 antigen and its ligand. *Annu. Rev. Immunol.* 12, 881–922.
- Basso, K., Klein, U., Niu, H., Stolovitzky, G.A., Tu, Y., Califano, A., Cattoretti, G., and Dalla-Favera, R. (2004). Tracking CD40 signaling during germinal center development. *Blood* 104, 4088–4096.
- Baumjohann, D., Preite, S., Reboldi, A., Ronchi, F., Ansel, K.M., Lanzavecchia, A., and Sallusto, F. (2013). Persistent antigen and germinal center B cells sustain T follicular helper cell responses and phenotype. *Immunity* 38, 596–605.
- Berek, C., Berger, A., and Apel, M. (1991). Maturation of the immune response in germinal centers. *Cell* 67, 1121–1129.
- Campbell, D.J., Kim, C.H., and Butcher, E.C. (2001). Separable effector T cell populations specialized for B cell help or tissue inflammation. *Nat. Immunol.* 2, 876–881.
- Cannons, J.L., Qi, H., Lu, K.T., Dutta, M., Gomez-Rodriguez, J., Cheng, J., Wakeland, E.K., Germain, R.N., and Schwartzberg, P.L. (2010). Optimal germinal center responses require a multistage T cell:B cell adhesion process involving integrins, SLAM-associated protein, and CD84. *Immunity* 32, 253–265.
- Cheli, V.T., Santiago González, D.A., Smith, J., Spreuer, V., Murphy, G.G., and Paez, P.M. (2016). L-type voltage-operated calcium channels contribute to astrocyte activation *in vitro*. *Glia* 64, 1396–1415.
- Chen, X., Ma, W., Zhang, T., Wu, L., and Qi, H. (2015). Phenotypic Tfh development promoted by CXCR5-controlled re-localization and IL-6 from radiation-resistant cells. *Protein Cell* 6, 825–832.

How the deposited data were processed for this re-analysis (not part of the article)

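Messenger RNA was measured in OT-II Tfh cells sorted from SAP-deficient recipient mice, 3 labelled for transferred *Cd4-cre* cells and 3 for transferred *Cd4-cre* × *Bcl6* fl/+ cells, with 2 technical repeats of about 200 cells per mouse. The authors checked the reads with FastQC, aligned them to GRCm38 with Hisat2 and deposited raw counts per gene from HTSeq-count. Each recipient was treated as 1 replicate. If the 3 recipients of a genotype shared a donor, as the paper's methods describe for splenocyte transfers, genotype and donor would coincide. The paper's text does not name the annotation release, the strandedness or how the repeats entered DESeq2. The authors also deposited TPM values for 24530 genes. For the 8145 genes with at least 20 counts in every library, these TPM are the deposited counts times one factor per gene and one per library. The gene length they imply had a Spearman correlation across genes of 0.979 with the gene span, introns included, and of 0.749 with the summed exon length. A TPM made with gene spans weighs genes with a short span more heavily, which changes the scaling of each library.

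From the deposited counts, the repeats of each mouse were summed and the 6 mice compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment). The standard error was taken from the log2 fold change and the F statistic. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Enrichment scores were computed with fgsea 1.28.0 from a signal-to-noise ranking with a minimum SD of 0.2 of the mean and 10000 permutations of the genes. Coordinates, transcript lengths and GC content came from an annotation of GRCm38, in which 23822 symbols of the count table were found by name, 211 by another symbol and 528 were not found. Trends with GC content and transcript length were removed with offsets fitted in each mouse by mgcv 1.9.3, for which 99.0% of the tested genes had values.

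The genes named were, by a rule set before the data were examined, *Bcl6*, *Stim1*, *Plcg1*, the genes the paper discusses, and the 5 genes of smallest p in each direction whose mice do not overlap. *Ascl2* had at most 2 counts in any library and was not tested. The gene lists were also set before the data were examined, from general knowledge of gene families: calcium signaling, T cell calcium, BCL6-repressed, Tfh markers, B cell, myeloid, immediate early, proliferation and sex genes. The families of ribosomal protein and mitochondrially encoded genes were chosen after the values were seen.

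The alternatives were DESeq2 1.42.0, limma voom with the mouse as a random effect, the 12 libraries as independent samples, each technical repeat alone, other scalings and filters, TPM in place of counts, the replicate number as a block, removal of GC and length trends, and leaving out each mouse. On simulated counts with 200 genes changed 2-fold, edgeR recovered 59.0% of the changed genes and 3.28% of its calls were unchanged genes. DESeq2 recovered 62.0%, with 10.8% of its calls unchanged. With a simulated length trend, calls among unchanged genes fell from 3044 without the correction to 17 with it, and 12.4% of the calls of the corrected fit were unchanged genes. Each was tested on 1 simulated data set. The simulated trend was built on the transcript lengths that the correction fits, and no GC trend was simulated. In the data, the log2 fold change had a Spearman correlation across genes of -0.155 with GC content and 0.0097 with transcript length. The simulation therefore does not test the GC part of the correction. RNA-seq of B cells was not analysed here. No column of the tables was left unmapped. Reads without molecular identifiers are not independent molecules, so counting error understates the error between libraries.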

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

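The tests of mislabelling, of library size, of swapped labels and of B cell RNA were chosen after the results were seen. The tests of GC content and length and of genes near *Bcl6* were set before their outcomes were seen.

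The *Bcl6* transcript, which the paper does not report from these libraries, had a log2 fold change of 1.25 toward the label BCL6-insufficient, the reverse of what loss of an allele would give if the transcript followed the allele number. One mislabelled mouse is argued against, since the lowest log2 fold change with a mouse left out was 1.16. A trend with GC content or length is argued against too, with a log2 fold change of 1.32 once the trends were removed. Swapped labels of the whole groups cannot be told apart from the stated ones. The BCL6-repressed list was higher with the label BCL6-insufficient, which goes against a swap, but its p was 0.0541 with an estimated correlation and no gene in the counts marks the genotype by itself. Strain variants carried along with the floxed allele also stay open. Of 140 tested genes within 10 Mb of *Bcl6*, 13.6% were called, against 18.0% elsewhere (Fisher's exact test, p = 0.185). This does not address a variant in *Bcl6* itself or in another region. Of the 5 lower genes of smallest p whose mice do not overlap, *Ltb*, *H2-Q2* and CT010467.2 lie on chromosome 17 between 35194439 and 39812022. Gm41396 lies on chromosome 15, *H3c13* had no coordinates, and none of the 5 higher genes lies on chromosome 17. Whether called genes cluster on chromosome 17 was not tested. A loss of negative feedback of BCL6 on its own gene, or transcription through the deleted allele, may also raise the count; neither was tested, because the counts are per gene.

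The BCL6-repressed list, 18 tested genes, had a median log2 fold change of 0.32 with 6 genes higher and 0 lower at an adjusted p under 0.05 (the same 6 and 0 when adjusted over the list alone). Of the lists set before the data were examined, 3 had this test set in advance as a result, and over these 3 the adjusted p was 0.0377 from camera, 0.00317 from fry and 0.162 from camera with an estimated correlation. Over all 8 lists with a test, whose genes were set at the same time, the adjusted p was 0.101 from camera, 0.00844 from fry and 0.433 from camera with an estimated correlation. The criterion set before the data were examined, a median above 0 and a call by camera, was met at the unadjusted p and over 3 lists, but not over 8, so the call by camera depends on the number of lists adjusted over. With the adjustment over 3 lists applied in each of the 24 alternatives, 16 had an adjusted p under 0.05 and 8 did not. The call was lost in the 3 TPM fits, with an estimated correlation, with technical repeat 1 only (adjusted p = 0.113 from camera), with at least 10 counts in every library (adjusted p = 0.0619 from camera), without BCL6-insufficient replicate 2 (adjusted p = 0.0772 from camera) and without wild-type replicate 2 (adjusted p = 0.111 from camera). The list may therefore reflect reduced BCL6 function only as a hypothesis. The higher *Bcl6* transcript leaves the amount of BCL6 protein in these cells open.

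Ribosomal protein genes had a median log2 fold change of 0.39, with 86 of 100 higher with the label BCL6-insufficient, and stayed above 0 under every alternative. Library size is argued against by a ratio of mean total counts of 1.02 with overlapping totals. A GC or length trend is argued against by a median of 0.35 after its removal. Ribosomal protein transcripts took 11.0% of the counts with the label BCL6-insufficient and 8.99% with the label wild-type (means of 3 mice), so B cell RNA would have to hold at least 2.19% of the counts even if it were ribosomal protein transcripts alone. *Cd74*, an abundant transcript of B cells, had 22.4 and 17.4 CPM in the same order, at most 0.112% of the ribosomal protein transcripts such RNA would have to add, where an average ribosomal protein gene holds 1.0% of them. *Cd79a* (4.42 and 2.71 CPM) and *Igkc* (5.22 and 3.91 CPM) were lower still, and *Ighm*, most of the B cell list, was not higher (523 and 666 CPM). This argues against B cell RNA, with the abundance of *Cd74* in B cells taken from general knowledge, since no B cell library was analysed here. A batch of library preparation that follows the genotype, for which the labels give no information, a difference between donor mice and a biological effect of the genotype stay open.

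Mitochondrially encoded genes had a median log2 fold change of 0.68 with 21 of 23 higher, and it stayed above 0 under every alternative. The median was 0.35 once GC and length trends were removed, so a trend and another cause cannot be told apart.

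Among 60 groups of 6 libraries, 6 held a library far from the others, where chance gives about 3. All but one of these were labelled wild-type. Mouse 3 repeat 2 had 16249 detected genes (median of the others 15534) and 1030 CPM over the B cell list (median of the others 624). Mouse 2 repeat 1 had 20.9% of its counts on CT010467.1 (median of the others 15.0%), 99.3 *Bcl6* CPM (56.6) and 464 *Sh2d1a* CPM (360). The remaining library, labelled BCL6-insufficient, was mouse 2 repeat 2 with 41.7 *Ltb* CPM (63.6). No explanation was tested for these libraries.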

How the results depend on the processing

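All alternatives here were set before the data were examined. Where a value changed, the cause was not tested unless stated.

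*Bcl6* kept its sign and an adjusted p under 0.05 under every alternative. The log2 fold change of *Stim1* kept its sign under every alternative but lost its adjusted p under 0.05 with technical repeat 1 only (-0.37), technical repeat 2 only (-0.32), upper-quartile scaling (-0.30), log2(TPM + 1) (-0.37), log2(TPM + 0.1) (-0.45), GC and length trends removed (-0.24) and the same with the replicate block (-0.23). Across the 6 fits that each left out one mouse it ranged from -0.40 to -0.28, with adjusted p between 0.0301 and 0.152. *Plcg1* lost its call with log2(TPM + 0.1) (-0.73) and with log2(TPM + 1) over all genes (-0.70).

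The count of genes with an adjusted p under 0.05 fell to 1059 with repeat 1 only and 1446 with repeat 2 only, where each mouse has fewer reads. It was 698 with log2(TPM + 1), 385 with log2(TPM + 0.1) and 489 with log2(TPM + 1) over all genes. These TPM fits gave 195 higher and 503 lower, 108 and 277, and 150 and 339. At the threshold of Figure S7C they gave 1070 higher and 2240 lower, 1028 and 2194, and 1220 and 2467. Upper-quartile scaling, which moved the median of all genes from 0.011 to 0.045, moved the balance the other way, to 1331 higher and 957 lower, and to 2120 and 1622 at the threshold of Figure S7C. The median of all genes was -0.11 with log2(TPM + 0.1), against 0.01 with TMM. The count ranged from 1424, without wild-type replicate 3, to 1972 when a mouse was left out, and that at the threshold of Figure S7C from 3163 to 3621.

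The median of the calcium signaling list lay near 0 and changed sign with DESeq2 on the mice (0.028), DESeq2 on 12 libraries (0.0092), repeat 2 only (0.054), upper-quartile scaling (0.033), at least 1 count in any mouse (0.022), GC and length trends removed (0.036) and the same with the replicate block (0.015). It ranged from -0.057 to -0.00020 with a mouse left out. That of the T cell calcium list changed sign with upper-quartile scaling (0.015) and was called with log2(TPM + 1) over all genes (-0.13), the only call by camera or fry among its alternatives. With upper-quartile scaling both lists moved as all genes did, so their change of sign says nothing about the lists. At an unadjusted p of camera under 0.05, the BCL6-repressed list was not called with log2(TPM + 1) (0.080), log2(TPM + 0.1) (0.12), log2(TPM + 1) over all genes (0.049) or an estimated correlation (0.32). With p adjusted over the 3 lists it was also not called with repeat 1 only, at least 10 counts in every library, and without BCL6-insufficient replicate 2 or wild-type replicate 2. The enrichment score was 1.31 with repeat 1 only, -0.89 with repeat 2 only, and 1.46 with the T cell calcium list. It ranged from -0.90 to 1.19 with a mouse left out.

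Of the other named genes, *Orai1* changed sign with voom (-0.0079), 12 libraries in edgeR (-0.055) and DESeq2 (-0.061), repeat 1 only (-0.57), and TPM (-0.17 with pseudocount 1, -0.19 with 0.1), and ranged from -0.18 to 0.12 with a mouse left out. *Tbk1* changed sign with TPM (-0.055 with pseudocount 1, -0.061 with 0.1) and *Sh2d1a* with repeat 2 only (0.0074), with a range of -0.10 to 0.0099 when a mouse was left out. None of these had an adjusted p under 0.05. Among the settings of the other named genes, 25 were weaker and 2, both of *Nfatc2*, stronger.

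The mouse numbers are not stated to pair the groups. Same-numbered mice had correlations of their deviations of 0.0852, -0.0283 and 0.0247, so they share only a number. With the replicate block, 2579 genes had an adjusted p under 0.05 and 3819 passed the threshold of Figure S7C. The block gave log2 fold changes of 1.27 for *Bcl6*, -0.33 for *Stim1* and -0.58 for *Plcg1*, and list medians of 0.38 (BCL6-repressed) and -0.02 (T cell calcium).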

Differences from the paper's values

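The permutation p of the calcium signaling enrichment was 0.296. The value read by eye from Figure S7D was about 0.084. The legend defines a false discovery rate for that panel, so the value may not be a p and the measures may differ. The lists differ, since the KEGG list was not used here. Among the alternatives set before the data were examined, TPM in place of normalized counts came within 1.5 times of the value read (permutation p = 0.0852, normalized enrichment score 1.26). So did leaving out BCL6-insufficient replicate 1 (permutation p = 0.122), and the others did not.

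The paper states that the calcium pathway was higher in wild-type cells. The list medians here were -0.00095 and -0.02 and no call was made by camera. The pathway was called in this direction with technical repeat 1 only (score 1.31, permutation p = 0.0332). It was also called with the T cell calcium list, in the ranking (score 1.46, permutation p = 0.0457) or by camera on log2(TPM + 1) over all genes (median -0.13). The permutation p values were not adjusted over the settings. The score of 1.46 took the 12 libraries as independent samples and was not repeated with the repeats summed.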

Other observations

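The tests on splits of the lists and of the enrichment score were chosen after the results were seen, and those on the gene counts before.

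Among the 10 splits of the 6 mice into 3 and 3, only the labelled one gave any gene with an adjusted p under 0.05 (1 of 10 gave as many as 2288), and 1 of 10 gave as many as 3754 genes at the threshold of Figure S7C, where the other splits gave between 167 and 425. For the calcium signaling list, 8 of the 10 splits gave a camera p as small, for the T cell calcium list 3, for the BCL6-repressed list 1, and for the enrichment score 5 gave a score as far from 0. With 3 mice against 3 the share is never under 0.1.

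The labelled genotypes separate on the first principal component, with 38.5% of the variance, while the repeats of one mouse were no more alike than different mice of one label (consensus correlation 0.00843). A batch or a donor mouse that follows the label would give the same pattern, and neither the labels nor the paper's text give a batch. For splenocyte transfers, the paper's methods describe 1 donor split among 3 recipients, which would make donor and label coincide if it held here too.

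Of the genes the paper discusses elsewhere, *Cxcr5* (log2 fold change -0.40) and *Pdcd1* (-0.42) were lower and *Icos* (0.64) and *Id2* (0.82) higher with the label BCL6-insufficient, each at an adjusted p under 0.05 in edgeR's test. None of these 4 was called in the 3 TPM fits. *Id2* was also not called with technical repeat 1 only (adjusted p = 0.0576 in edgeR's test) or repeat 2 only (adjusted p = 0.174 in edgeR's test), nor in 3 of the 6 fits that each left out one mouse (adjusted p = 0.0878 without BCL6-insufficient replicate 1, 0.0847 without wild-type replicate 2 and 0.0621 without wild-type replicate 3). *Pdcd1* had -0.17 with technical repeat 1 only (adjusted p = 0.541 in edgeR's test). The cells were sorted as CXCR5 hiPD-1 hi, so the *Cxcr5* and *Pdcd1* values are transcripts among cells already selected on both proteins. The similar CXCR5 that the paper reports early in the response was surface protein on OT-II T cells, a different measure. *Cd40lg* (0.19), *Sh2d1a* (-0.04), *Ccr7* (-0.14) and *Tbk1* (0.07) were not called.

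Lists of marker genes gave the following median log2 fold changes, with genes at an adjusted p under 0.05 over all genes tested and then adjusted over the list alone. The Tfh marker list had -0.11, with 4 higher and 7 lower by either adjustment. The proliferation list had -0.09, with 3 higher and 5 lower by either adjustment. The immediate early list had -0.29, with 1 higher and 1 lower, and 0 and 1 when adjusted over the list alone. The B cell list had 0.43 over 9 tested genes, with 0 called by either adjustment. The myeloid list had 0.48 over 4 tested genes, with 1 higher, and 2 higher when adjusted over the list alone. Over all 8 lists, its adjusted p was 0.0250 from fry, 0.327 from camera and 0.608 from camera with an estimated correlation. Of the sex list, 1 gene, *Xist*, was tested, with 0.57, higher with the label BCL6-insufficient by either adjustment (adjusted p = 0.00330 in edgeR's test over all genes).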
